# Identification of key genes involved in the phenotypic alterations of *res* (*restored cell structure by salinity*) tomato mutant and its recovery induced by salt stress through transcriptomic analysis

**DOI:** 10.1186/s12870-018-1436-9

**Published:** 2018-10-01

**Authors:** Irene Albaladejo, Isabel Egea, Belen Morales, Francisco B. Flores, Carmen Capel, Rafael Lozano, Maria C. Bolarin

**Keywords:** *Solanum lycopersicum*, *res* mutant, Microarrays, Growth-defence tradeoff, Salt stress

## Abstract

**Background:**

The *res* (*re*stored cell structure by *s*alinity) mutant, recently identified as the first tomato mutant accumulating jasmonate in roots under non-stressful conditions, exhibits a remarkable growth inhibition and morphological alterations in roots and leaves, which are suppressed when the mutant plants are exposed to salinity. In order to understand the molecular basis of the phenotype recovery induced by salt stress in the *res* mutant, we carried out a comparative transcriptomic analysis in roots and leaves of wild-type and *res* plants in absence of stress (control) and when the phenotypic recovery of *res* mutant began to be observed upon salt stress (5 days of 200 mM NaCl).

**Results:**

The number of differentially expressed genes was three times greater in roots than in leaves of *res* vs WT plants grown in control, and included the down-regulation of growth-promoting genes and the up-regulation of genes involved in Ca^2+^ signalling, transcription factors and others related to stress responses. However, these expression differences were attenuated under salt stress, coinciding with the phenotypic normalisation of the mutant. Contrarily to the attenuated response observed in roots, an enhanced response was found in leaves under salt stress. This included drastic expression changes in several circadian clock genes, such as *GIGANTEA1*, which was down-regulated in *res* vs WT plants. Moreover, the higher photosynthetic efficiency of *res* leaves under salt stress was accompanied by specific salt-upregulation of the genes *RUBISCO ACTIVASE1* and *ALTERNATIVE OXIDASE1A*. Very few genes were found to be differentially expressed in both tissues (root and leaf) and conditions (control and salt), but this group included *SlWRKY39* and *SlMYB14* transcription factors, as well as genes related to protein homeostasis, especially protease inhibitors such as *METALLOCARBOXYPEPTIDASE INHIBITOR*, which also seem to play a role in the phenotype recovery and salt tolerance of *res* mutant.

**Conclusions:**

In summary, in this study we have identified genes which seem to have a prominent role in salt tolerance. Moreover, we think this work could contribute to future breeding of tomato crops with increased stress tolerance.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-018-1436-9) contains supplementary material, which is available to authorized users.

## Background

Agriculture is probably facing its biggest challenge in human history due to world climate change, as the average global earth surface temperature is significantly rising, drastically affecting global agricultural systems, especially in arid and semi-arid areas, which represent about one-third of the planet surface [1]. In these areas, salinization is another important problem caused by the frequent use of irrigation waters that contain salts as NaCl. To face this situation, it is crucial to unravel the key components of the plant salt-tolerance network [2], as advances in the understanding of stress signalling and responses will increase our ability to improve stress resistance in crops, and thus to achieve agricultural sustainability and food security for a growing world population [3]. A generic signal transduction pathway starts with the perception of outside signals, followed by a series of intracellular reactions, including the generation of second messengers, changes in intracellular Ca^2+^ levels, the initiation of a protein phosphorylation cascade, and finally, the activation of target proteins directly involved in cellular protection or transcription factors (TFs) controlling specific sets of stress-regulated genes [2, 4, 5].

Plant hormones are central regulators of complex developmental processes and stress-adaptative signalling cascades [6], and it has been suggested that the balance between different hormones determines the appropriate response to an experienced stress [7]. Among them, jasmonate (JA) is considered a key regulator of stress responses in virtually all plant species [8, 9]. There is increasing evidence that JA mediates multiple stress responses, from biotic stresses and mechanical wounding to different abiotic stresses, including salinity [10, 11], although the activation of JA signalling severely restricts plant growth [12]. Recently, we identified the *res* tomato mutant, which in absence of stress presented remarkable morphological alterations, growth inhibition and cellular disorganization in roots and leaves, including alterations in chloroplast structure [13]. Moreover, this mutant contains high JA level and increased expression of genes involved in JA biosynthesis and signalling pathways in roots, plant organ where investigations are scarce, as most of studies on tolerance induced by JA to abiotic and biotic stresses are referred to its biosynthesis in leaves [8, 14]. Surprisingly, under salt stress the *res* mutant was able to restore a normal phenotype and cell structure, which in turn resulted in increased growth of *res* plants [13]. Moreover, *res* plants were also able to recover a normal phenotype when exposed to high temperatures and low relative humidity in the natural summer conditions of the Mediterranean area [15]. In sum, *res* mutant seems to be prepared to confront abiotic stresses and growth inhibition may represent the cost for that benefit. In this sense, the tolerance of halophytic species is generally accompanied by slow plant development, which has been attributed to the energetic cost that implies high basal levels of genes in absence of stress [16, 17].

In tomato (*Solanum lycopersicum*), considered one of the most economically important horticultural crops grown worldwide [18], and a highly important crop in agriculture of arid and semi-arid zones, studies of mutants with constitutive stress responses are very scarce, despite the analysis of these kind of mutants may be very helpful to identify key genes involved in plant adaptation and survival upon salt stress [19]. The comparative transcriptomic analysis between the tomato *res* mutant and its background genotype (cv Moneymaker) revealed a constitutive alteration of an important number of genes involved in different pathways in *res* mutant, and identified genes specifically overexpressed under salt stress and responsible of both maintaining plant growth and promoting stress tolerance in *res* mutant.

## Results

The *res* mutant is chlorotic from the cotyledon stage (Fig. 1a), and maintains leaf chlorosis throughout the plant development (Additional file 1: Figure S1), but is able to restore a normal phenotype under salt stress [13]. In order to elucidate the molecular basis involved in the phenotype recovery induced by salinity in *res*, we previously selected a time of salt exposure corresponding to the middle of the phenotype recovery. The period of salt stress applied (5 days of 200 mM NaCl) was selected because the phenotypic normalisation of *res* mutant began to be observed in leaves and roots (Fig. 1b, Additional file 1: Figure S1). Moreover, at this time the chlorophyll and photosynthetic efficiency values in leaves of salt-treated *res* plants were at least twice greater than those of the *res* control leaves and around 50% compared to leaves of WT (Fig. 1c). We also observed that MDA content, which allows the estimation of oxidative damage on plants, was lower in the leaves of the mutant compared to those of WT, both in control and salt stress (Fig. 1c). On the other hand, WT plants did not show significant physiological changes after this period of salt treatment compared to non-stressful conditions, which agrees with our previous research with WT plants under these conditions [13].

**Fig. 1:**
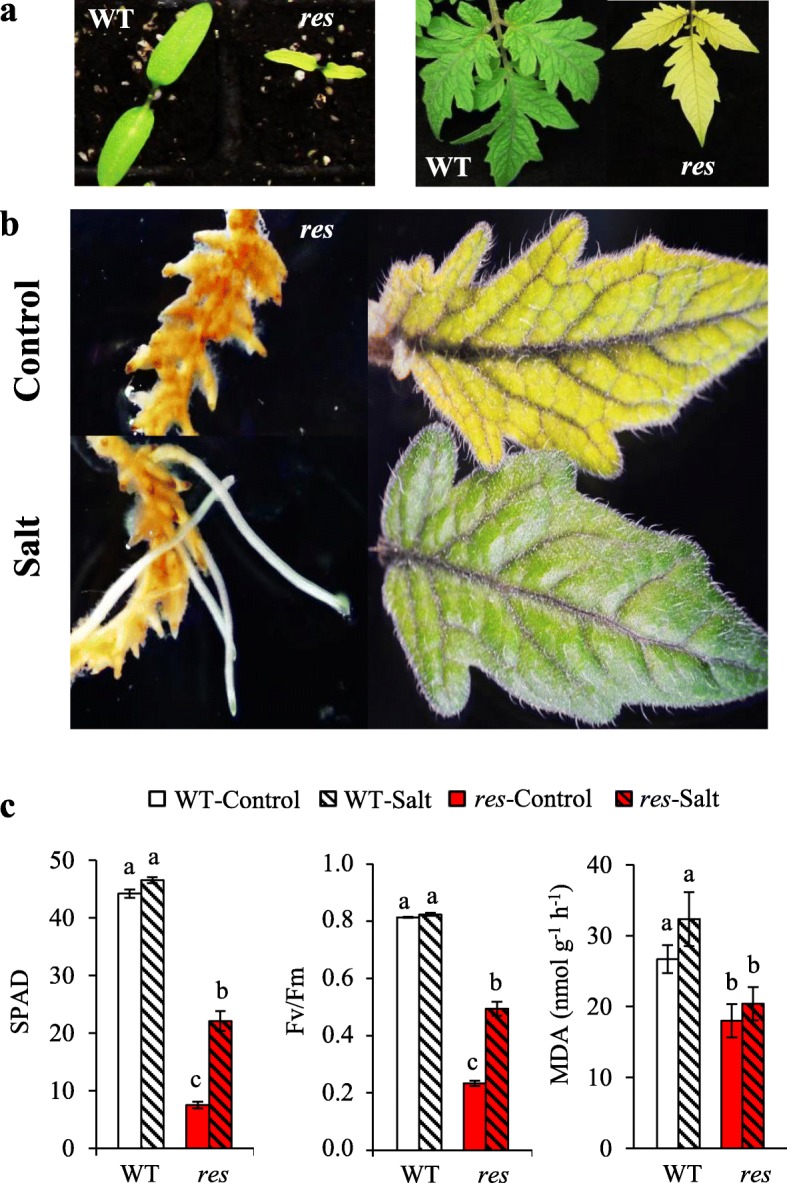
Normalisation of the *res* tomato mutant phenotype. (**a**) Comparison of WT and *res* seedlings (left) and leaves of adult plants (right) in absence of salt stress. (**b**) Phenotypic changes provoked by salt treatment (5 days at 200 mM NaCl) in roots and leaves of *res*. (**c**) Chlorophyll content (SPAD), photosynthetic efficiency (Fv/Fm) and MDA content measured in WT (white bars) and *res* (red bars) leaves under control conditions (plain coloured bars) and after 5 days of salt stress (dashed coloured bars). Values are means ± SE of three biological replicates. Different letters indicate significant differences between means by LSD test (*P < 0.05*)

### Comparative transcriptome analysis between *res* mutant and WT plants in absence of stress and after salt treatment

Regarding the transcriptomic analysis, the comparison of *res* vs WT grown in control allowed to identify constitutive gene expression differences between genotypes, whereas *res* vs WT in salt stress identified DEGs in salinity, which may be constitutive or not; in addition, each genotype was compared in salt stress vs control, in order to detect transcripts specifically altered by salinity in WT and mutant plants. 

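Transcript levels were measured in roots and in leaflets of *res* and WT plants, in control and after 5 days of salt stress (200 mM NaCl, with 100 mM on the first day). This gave 8 groups of 3 arrays, 24 in all. Each array was hybridized with RNA pooled from 3 plants, so the arrays of a group are biological replicates, and their number limits the precision of every value. The authors processed the scans with RMA, and the deposited values are log2 intensities for 67795 probe sets. They were used as given. One gene symbol was available for 23194 probe sets, several for 170 and none for 44431, and only the first group is named. For 22244 of the named probe sets the symbol is a LOC number, so the gene names used here come from 894 other genes. The 12 arrays of a tissue were fitted together with limma. DEGs had an adjusted p under 0.05 over all probe sets and a difference of at least 2-fold, as in the paper. These comparisons and thresholds were set before the data were examined. Gene groups are described by 42 lists of symbols, written when the values of 27 genes had been seen. Each list was tested with camera at a preset correlation of 0.01 against all other probe sets, most of which have no symbol. Over the 4 comparisons of *res* with WT, 60 list tests passed. With 1 probe set per gene, and so with only named genes as background, 33 passed. With an estimated correlation 16 held. The 16 were, in control roots, the lists of jasmonate biosynthesis, TCP factors, iron uptake, chitinases and pathogenesis-related proteins, the rapid wound response and the plastid-encoded gene expression machinery. In control leaves the tests were those of wound-induced defence proteins, lipid transfer proteins and the 4 plastid-encoded lists, and in salt-stressed leaves heat shock proteins and the plastid-encoded photosystem, ATP synthase and NDH lists. Of the 8 leaf tests of plastid-encoded lists, 1 still passed when the quantile normalization was repeated within leaves. Fold changes are given ± SE and group levels as mean log2 ± SD, with n = 3 arrays per group. The SE comes from the moderated variance pooled over all 12 arrays of a tissue (24 for differences between tissues). Where the groups compared vary more than the others, it can be smaller than their own arrays would give. A pair of arrays stood apart from their own group. Replicate 1 of WT leaves in control differed by over 2-fold from the mean of the other 2 arrays at 2494 probe sets, against 782 and 1054 for replicates 2 and 3. Replicate 3 of WT roots in salt did so at 1399, against 518 and 368 for replicates 1 and 2. In the 6 other groups the number ran from 58 to 239.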

A summary of the differences observed when comparing the transcriptome of WT and *res* plants in each treatment is presented in Fig. 2. 

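Genes with large differences between *res* and WT in control roots included *TSI-1*, *GA2ox3*, *LIN8* and *lin9*. *TSI-1*, a stress-induced protein, was 23.9-fold higher in *res* (log2 fold change 4.58 ± 0.1, adjusted p = 2.55e-11, n = 3 arrays per group). *GA2ox3*, a gibberellin 2-oxidase that inactivates gibberellins, was 25.2-fold higher, and the invertases *LIN8* and *lin9* were lower, *LIN8* with a log2 fold change of -3.66 ± 0.21 and *lin9* 13.1-fold. Salt stress brought *TSI-1* to the same level in both genotypes (9.9 ± 0.12 in WT and 9.97 ± 0.03 in *res*), and left *LIN8* with a log2 fold change of -0.72 ± 0.21 (adjusted p = 0.0587). *GA2ox3* remained 3.78-fold higher in *res* roots in salt. *ST1* and the ammonium transporter gene *AMT1-2* were lower in *res* roots under salt stress as well (5.21-fold and 4.61-fold). Over all probe sets there were 3683 DEGs in control roots, 2007 higher and 1676 lower in *res*, and 1469 in salt-stressed roots, 801 higher and 668 lower. With the quantile normalization repeated within roots, 1919 were higher and 1794 lower in control, and in salt the balance turned, with 687 higher and 732 lower. The overlaps that follow are at the deposited scaling. The lists shared 917 DEGs, where independent lists would share 79.8. Of these, 410 were higher and 369 were lower in *res* in both conditions. Another 61 were higher in control and lower in salt and 77 the reverse, against 19.8 for either in independent lists. The numbers for independent lists, here and below, were taken over all probe sets. Dim probe sets that can hardly be called make them low. The values of WT salt replicate 3 stood apart from replicates 1 and 2. Leaving that array out gave 2055 DEGs in salt, and a test of only the arrays compared with no moderation of the variances, chosen after the counts had been seen, gave 3268 in control and 293 in salt.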

DEGs between WT and *res* mutant were very high (3046 DEGs) in roots under control conditions, whereas only 295 DEGs (approximately a 10%) were detected in salt-stressed roots (Fig. 2a). However, the DEG number in leaves was slightly lower in control than in salt (1019 and 1366 DEGs, respectively), of which only 241 (a 20% approximately) were common to both conditions. These results indicate that salt stress greatly reduced the number of DEGs between WT and *res* roots, whereas in leaves each condition stimulated specific subsets of genes, being slightly higher the number of DEGs in salt-stressed leaves. Moreover, we found that the majority of DEGs were tissue-specific (Fig. 2b). 

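In control leaves the genes lower in *res* included *Dea1* (24.3-fold, log2 fold change -4.61 ± 0.36, adjusted p = 5.79e-06) and *AADC1A*, an aromatic amino acid decarboxylase (14.9-fold). *ARPI* was 22.6-fold higher (log2 fold change 4.5 ± 0.4, and 5.16 without WT control replicate 1). In salt, *ftsH6*, a gene of the FtsH protease family of plastids, was 5.95-fold higher in *res* leaves (log2 fold change 2.57 ± 0.15, adjusted p = 1.98e-07), and *CIP2a* was 5.78-fold lower. The control DEGs numbered 2658, 893 higher and 1765 lower in *res*, and the salt DEGs 2960, 783 higher and 2177 lower. They had 869 in common (116.1 for independent lists), of which 237 were higher and 496 lower in both conditions, while 53 were higher in control and lower in salt and 83 the reverse. This is 32.7% of the control DEGs and 29.4% of the salt DEGs. The predominance of lower genes depended on the scaling of the arrays, since the median log2 difference of all probe sets was -0.12 in control and -0.11 in salt. When the quantile normalization was repeated within leaves, 1264 were higher and 1334 lower in control, and 1153 were higher and 1265 lower in salt. In WT control replicate 1, 697 of the 1765 lower DEGs were less than 2-fold away from the *res* mean, against 224 and 227 in replicates 2 and 3. The same held for 353 of the 893 higher DEGs (111 and 89 in replicates 2 and 3), and without this array there were 3570 DEGs in control. The unmoderated test on only the arrays compared gave 912 in control and 2804 in salt, and without this array 2054 in control.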

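The effect of the genotype changed with salt in 2505 probe sets in roots and in 2792 in leaves, which is the number of DEGs for the interaction of genotype and salt. By the sample labels control tissue was taken before salt was applied, so 5 days of growth cannot be told apart from salt here. In roots, *PDH*, a proline dehydrogenase, fell by 2.66 on the log2 scale in WT and rose by 1.89 in *res* (difference 4.55 ± 0.14, adjusted p = 2.22e-09, n = 3 arrays per group). *TSI-1* rose in WT only, and its interaction was -4.51 ± 0.14 (adjusted p = 2e-09). In leaves, *ER5*, an ethylene-responsive gene of the late embryogenesis abundant type, went from 8.44 ± 0.37 to 4.94 ± 0.24 in WT and from 3.87 ± 0.18 to 8.72 ± 0.05 in *res* (interaction 8.35 ± 0.25, adjusted p = 2.66e-09). The stress gene *fdh*, a formate dehydrogenase, rose 25.5-fold in WT leaves and 2.49-fold in *res* leaves. Differences between *res* and WT correlated across probe sets between control and salt with r = 0.43 in roots and 0.34 in leaves (genes are not independent replicates). After subtraction of noise, the log2 differences between genotypes had an SD of 0.52 in control roots and 0.32 in salt-stressed roots, and 0.42 and 0.44 in leaves (0.5 and 0.44 without WT leaf control replicate 1). Without WT leaf control replicate 1 the leaf interaction reached 4569 probe sets.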

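Genes that distinguished *res* in control differed between the tissues. *TSI-1*, far higher in *res* roots, had a log2 fold change of -0.32 ± 0.15 in leaves (adjusted p = 0.158, difference between tissues -4.9 ± 0.18, adjusted p = 3.12e-14, n = 3 arrays per group). *ARG2* and *LAPA1*, an arginase and a leucine aminopeptidase of the defence of leaves, had log2 fold changes of 0.12 ± 0.14 and 0.07 ± 0.17 in control roots and were higher in *res* leaves (difference between tissues 4.43 ± 0.33 and 3.98 ± 0.25). *GA2ox3* went in opposite directions, being 3.8-fold lower in *res* leaves (adjusted p = 1.16e-05). Of 7730 DEGs in any of the 4 comparisons of *res* with WT, 2981 were found in roots only and 3495 in leaves only, so that 83.8% belonged to 1 tissue and 1254 to both. The control DEGs of roots and leaves shared 680 probe sets (144.4 for independent lists), and the salt DEGs 265 (64.1). Across all probe sets the difference between genotypes in roots and that in leaves correlated with r = 0.04 in control and 0.06 in salt.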

The reduction of DEGs in *res* vs WT roots under salt stress coincided with a significant difference in the magnitude of the transcriptomic response of each genotype in salt vs control (Additional file 2: Figure S2a). Thus, 1726 DEGs were found in salt-stressed *res* roots compared to non-stressed ones, and only 428 DEGs in WT. However, a high number of DEGs were detected in salt-treated vs control leaves of both genotypes (2793 in WT and 2169 in *res*), of which more than 50% were specifically altered in each genotype (Additional file 2: Figure S2a).

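Roots of both genotypes responded to salt with a rise in *TAS14*, a dehydrin induced by ABA and salt, 34.9-fold in *res* (log2 fold change 5.12 ± 0.23, adjusted p = 1.66e-08) and 40.3-fold in WT (log2 fold change 5.33 ± 0.23, adjusted p = 1.34e-08, n = 3 arrays per group). *PP2C-2*, a protein phosphatase of the type that acts in ABA signalling, rose 6.44-fold in *res* and 16.7-fold in WT (4.06 on the log2 scale, and 4.72 without WT salt replicate 3), and *Glb1*, a haemoglobin gene, fell 3.18-fold and 4.5-fold. In *res* roots alone, the pathogenesis-related gene *P4* fell 7.98-fold and *GRAS2* fell 6.88-fold, while in WT their log2 changes were 0.28 ± 0.14 and -0.27 ± 0.14, and the difference between the genotypes passed the test for both (adjusted p = 2.83e-07 and adjusted p = 3.7e-06). In total, 2109 DEGs separated salt from control in *res* roots, 1070 higher and 1039 lower in salt, and 1841 did so in WT roots, 1018 higher and 823 lower. The genotypes shared 687 of them, where 57.3 would be shared by independent lists, and 257 rose and 193 fell in both. Another 124 rose in *res* and fell in WT, and 113 did the reverse. The size of the salt response correlated between the genotypes across probe sets with r = 0.23. Without WT salt replicate 3, 2080 DEGs were found in WT roots, and the unmoderated test on only the arrays compared gave 1908 in *res* and 435 in WT.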

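In leaves the ammonium transporter gene *AMT1-2* fell with salt 43.5-fold in WT (log2 fold change -5.44 ± 0.15, adjusted p = 2.23e-10, n = 3 arrays per group) and 6.96-fold in *res*, and the nitrite reductase gene *nii1* fell 5.78-fold in *res* and 2.8-fold in WT. *ODC*, an ornithine decarboxylase, fell 11.5-fold in *res*, and *CO1*, of the CONSTANS family, fell 26-fold in WT. *TAS14* rose 69.7-fold in *res* and 38.2-fold in WT leaves. In WT leaves 4733 DEGs distinguished salt from control, 3089 higher and 1644 lower in salt, and in *res* leaves 2306 did so, 1250 higher and 1056 lower. The genotypes had 1247 in common (161 for independent lists), which is 26.3% of those of WT and 54.1% of those of *res*. Of the common ones, 691 rose and 468 fell in both. The salt responses of the genotypes correlated across probe sets with r = 0.5. With the quantile normalization repeated within leaves, 2414 WT DEGs were higher and 1983 lower, and without WT control replicate 1 there were 5596 in WT. The unmoderated test on only the arrays compared gave 2868 in WT and 2157 in *res*.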

**Fig. 2:**
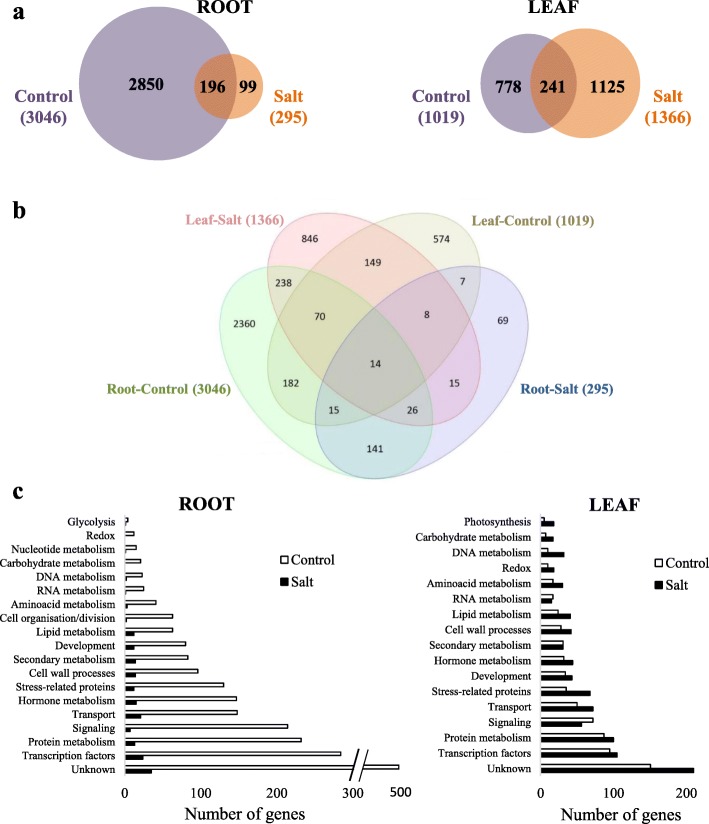
Gene expression differences between WT and *res* plants in roots and leaves. (**a**) Venn diagrams showing the number of differentially expressed genes (DEGs) comparing WT and *res* in absence of salt stress (control) and exposed to 200 mM NaCl for 5 days (Salt), as well as the overlap of genes commonly expressed in both conditions. Numbers in parentheses are the total number of DEGs in control and salt stress in both tissues. DEGs are those showing a FDR < 0.05 and a minimum fold-change value of 2.0. (**b**) Four-way Venn diagram showing the relationship between DEGs identified in each tissue and treatment. Leaf-Control and Root-Control represent DEGs in *res* vs WT in each tissue in absence of salt stress, whereas Leaf-Salt and Root-Salt include DEGs in *res* vs WT in each tissue during salt stress. (**c**) Number of DEGs classified in functional categories for each tissue using Mapman, both in control and salt stress

Functional classification of DEGs was carried out using the Mapman bin system [20]. The functional categories showing the highest number of DEGs between *res* and WT included genes with unknown function (around 15% of DEGs in each tissue and condition), followed by TFs, protein metabolism and signalling in both roots and leaves (Fig. 2c). Moreover, most of these functional categories coincided when considering DEGs in salt stress vs control for each genotype (Additional file 2: Figure S2b). The complete Mapman gene lists of relevant functional categories for each comparison (*res* vs WT in control and salt, as well as salt vs control for each genotype), are included in Additional files 3, 4, 5, 6, 7, 8 and 9: Tables S2-S8. Mapman diagrams showing that highly-altered functional groups were integrated within stress responses is presented in Additional file 10: Figure S3. In addition, selected DEGs with high up- and down-regulation are presented for each functional category and described in the following sections (Tables 1, 2, 3, 4, 5, 6, 7).

**Table 1:**
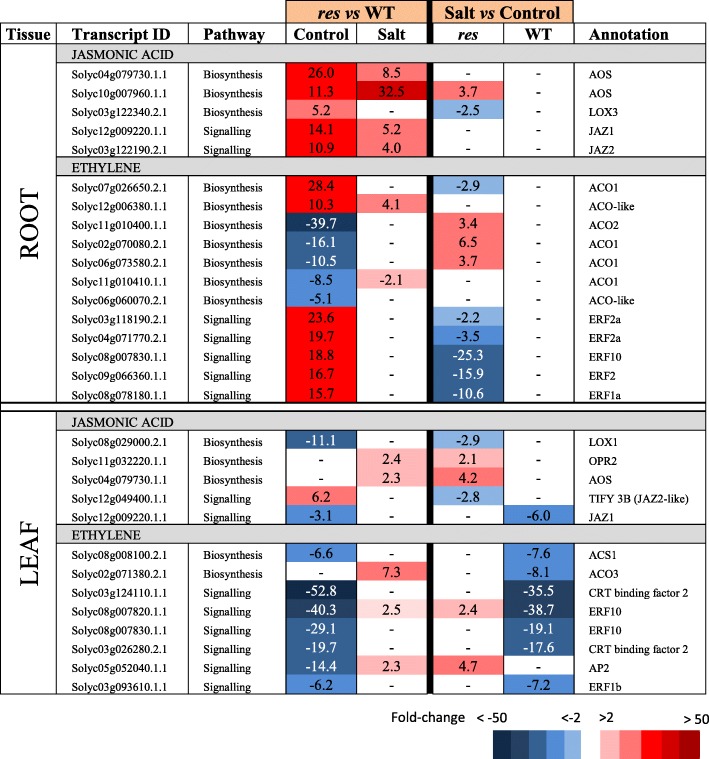
Genes involved in hormone metabolism showing high expression differences in roots and leaves of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt). Fold-change values are shown, comparing *res* vs WT in each condition (left columns) or salt stress vs control for each genotype (right columns). Fold-change values are also displayed by a colour scale, where blue represents down-regulation and red up-regulation in each given comparison

**Table 2:**
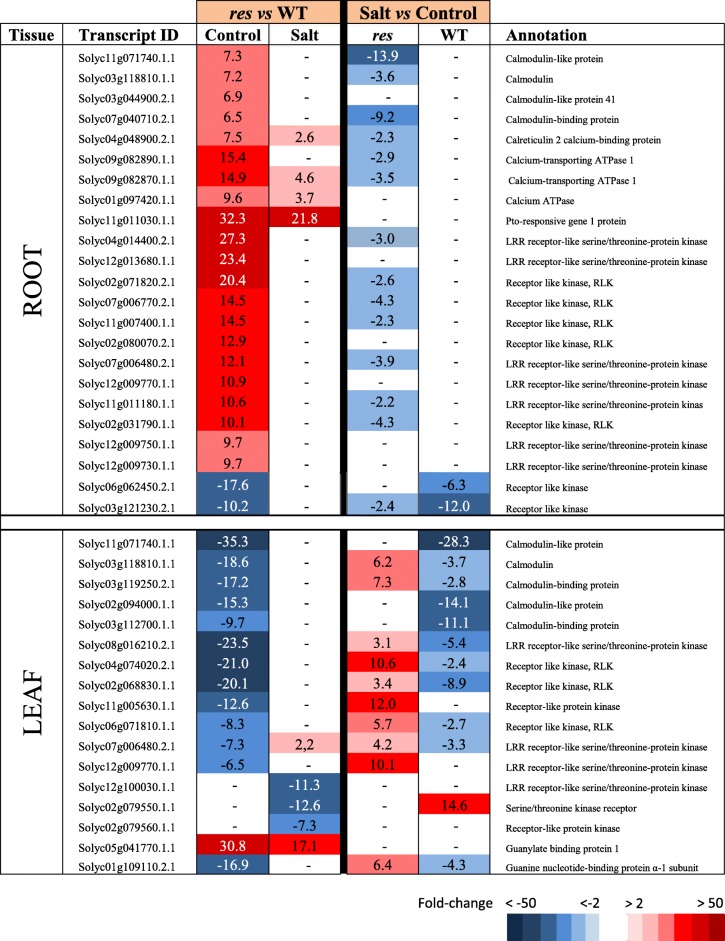
Selected genes involved in signalling pathways with high expression differences in roots and leaves of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt). Fold-change values are shown, comparing *res* vs WT in each condition (left columns) or salt stress vs control for each genotype (right columns). Fold-change values are also displayed by a colour scale, where blue represents down-regulation and red up-regulation in each given comparison

**Table 3:**
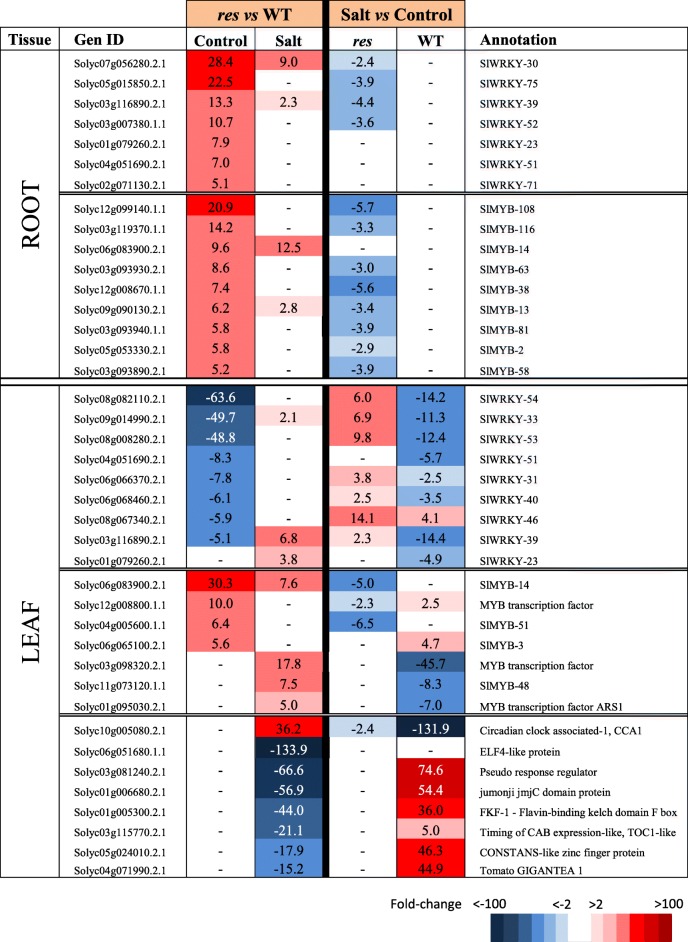
Selected DEGs encoding transcription factors showing high expression differences in roots and leaves of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt), considering the comparison between genotypes (*res* vs WT) for each treatment (left columns), and treatments (salt vs control) for each genotype (right columns). Colour panels and values display fold change values, where blue colour and negative data represent down-regulation, whereas red colour and positive data mean up-regulation

**Table 4:**
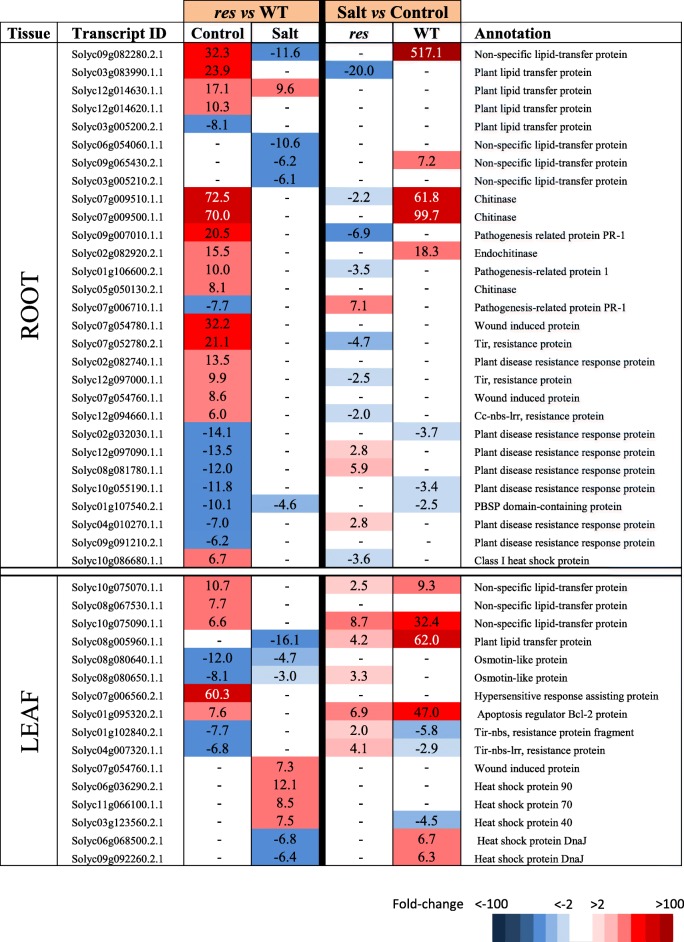
Selected DEGs encoding stress-related proteins showing high expression differences in roots and leaves of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt), considering the comparison between genotypes (*res* vs WT) for each treatment (left columns), and treatments (salt vs control) for each genotype (right columns). Colour panels and values display fold change values, where blue colour and negative data represent down-regulation, whereas red colour and positive data mean up-regulation

**Table 5:**
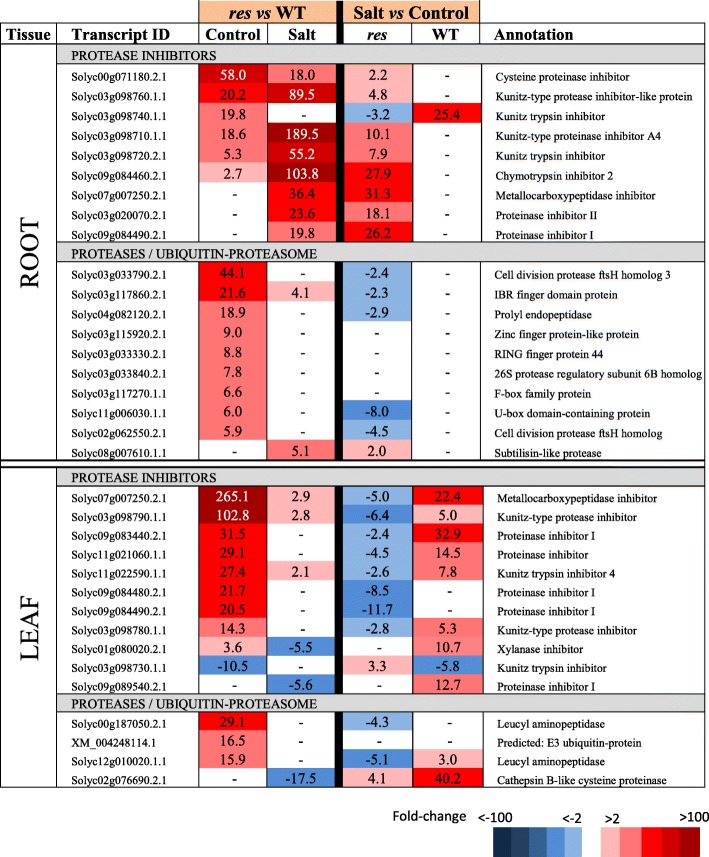
Selected DEGs involved in protein degradation showing high expression differences in roots and leaves of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt). Fold-change values are shown, comparing *res* vs WT in each condition (left columns) or salt stress vs control for each genotype (right columns). Fold-change values are also displayed by a colour scale, where blue represents down-regulation and red up-regulation in each given comparison

**Table 6:**
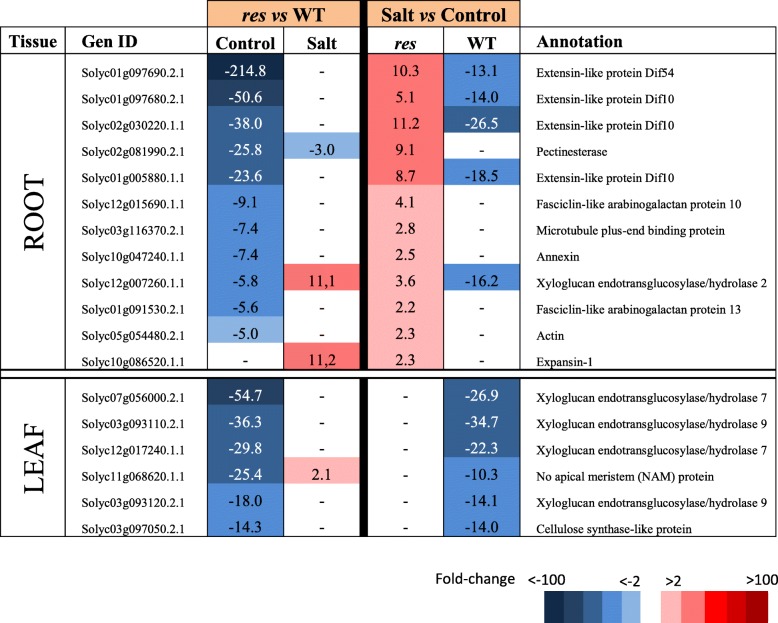
Selected DEGs involved in developmental processes, cell wall modification and cell cycle and organisation having high expression differences in roots and leaves of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt), considering the comparison between genotypes (*res* vs WT) for each treatment (left columns), and treatments (salt vs control) for each genotype (right columns). Colour panels and values display fold change values, where blue colour and negative data represent down-regulation, whereas red colour and positive data mean up-regulation

**Table 7:**
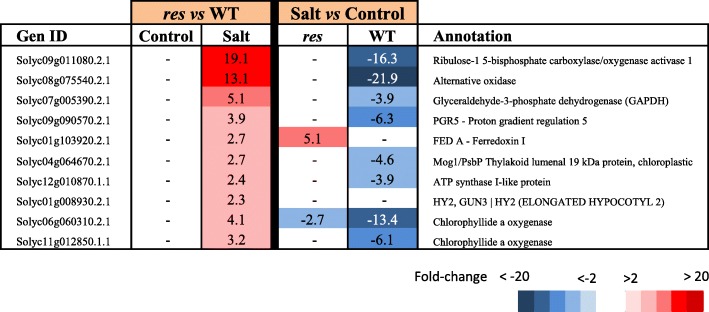
Photosynthesis-related genes with high expression differences in leaves of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt), considering the comparison between genotypes (*res* vs WT) for each treatment (left columns), and treatments (salt vs control) for each genotype (right columns). Colour panels and values display fold change values, where blue colour and negative data represent down-regulation, whereas red colour and positive data mean up-regulation

### Genes related to hormone metabolism and signalling pathways

One of the main differences in gene expression between *res* and WT was related to hormone metabolism (Additional file 3: Table S2), and concretely JA and ethylene (ET) metabolism genes showed the highest transcript differences between WT and *res* (Table 1). In roots, transcripts of genes related to JA biosynthesis (*AOS, LOX*) and signalling (*JAZ*) were significantly up-regulated in *res* vs WT, and expression differences were generally reduced in salt. 

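Several jasmonate genes were higher in *res* roots in control, and for *aos*, *loxD*, *SLJAZ3* and *JA2* the difference was smaller in salt. *aos*, the allene oxide synthase that commits oxidized linolenic acid to jasmonate, stood at 8.68 ± 0.07 in *res* and 3.96 ± 0.12 in WT, a 26.3-fold difference (log2 fold change 4.72 ± 0.13, adjusted p = 1.1e-10, n = 3 arrays per group). The 13-lipoxygenase *loxD* was 5.84-fold higher, the allene oxide cyclase *aoc* 2.34-fold and the fatty acid desaturase *Fad7* 2.49-fold, so that 4 of 8 measured biosynthesis genes were higher, none was lower and 4 did not pass. *SLJAZ3*, a JAZ repressor, was 9.89-fold higher and *JA2*, listed here with jasmonate signalling, 14.9-fold, while the 3 other signalling genes did not pass. Whether *JA2* responds to jasmonate in these plants was not measured. Salt lowered *loxD* in *res* by 1.53 and *SLJAZ3* by 1.25 on the log2 scale. In salt *aos* was still 9.38-fold and *SLJAZ3* 4.36-fold higher in *res*, whereas *loxD* was at 0.84 ± 0.09 and *JA2* at 0.11 ± 0.17. The difference between the genotypes in *JA2* disappeared as salt raised this gene 12.5-fold in WT roots, with *res* staying near 7.37. The interaction of genotype and salt passed the test for *aos* (adjusted p = 0.000147), *loxD* (adjusted p = 1.5e-06) and *SLJAZ3* (adjusted p = 0.000239). As groups, the biosynthesis genes were higher in control (adjusted p = 2.75e-06) and in salt (adjusted p = 0.00102, and adjusted p = 0.11 with an estimated correlation). The signalling genes were so in control (adjusted p = 0.0303, and adjusted p = 0.102 with an estimated correlation) and in salt (adjusted p = 0.00617, and adjusted p = 0.113 with an estimated correlation).

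**Figure D1:**
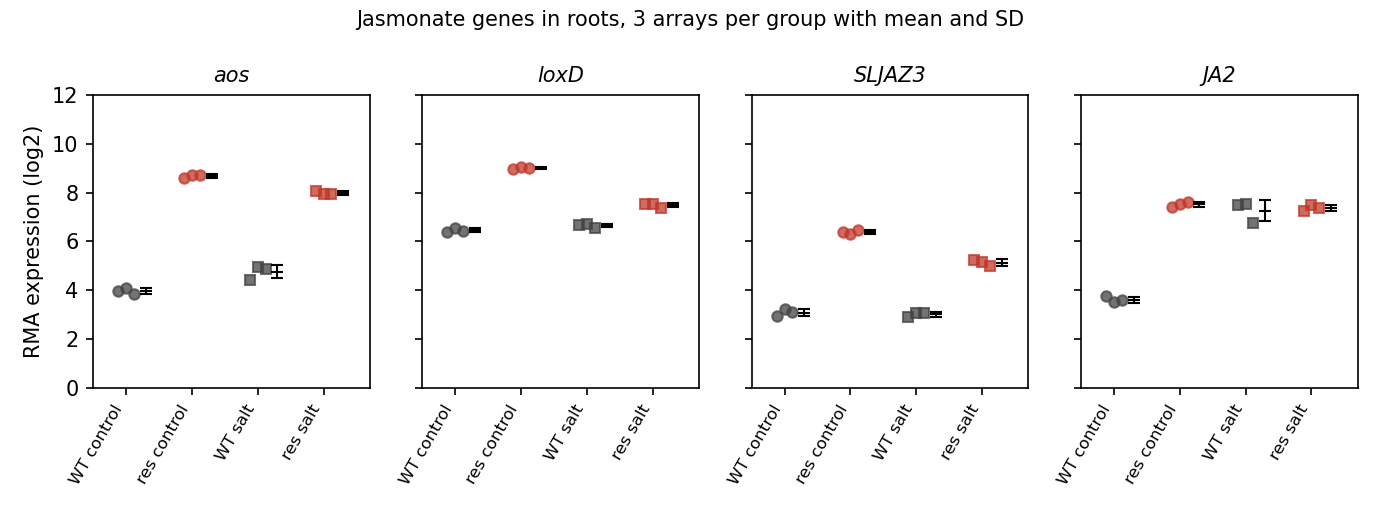
RMA expression (log2) of *aos*, *loxD*, *SLJAZ3* and *JA2* in roots, by genotype and treatment. Points are the 3 arrays of a group and bars the mean with SD, with *aos* at 8.68 in *res* and 3.96 in WT in control.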

Regarding ET, in roots no clear trend was observed for biosynthesis genes, whereas several *ETHYLENE RESPONSE FACTORS (ERFs*) genes were constitutively overexpressed. 

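Ethylene biosynthesis genes moved in different directions in control roots. Of 9 measured, 4 were higher in *res*, 2 were lower and 3 did not pass. The ACC oxidase gene *aco5* was 35.1-fold higher (log2 fold change 5.13 ± 0.25, adjusted p = 9.13e-09, n = 3 arrays per group) and the ACC synthase genes *ACS2* and *ACS6* 3.59-fold and 2.62-fold, while *ACO4* was 2.89-fold lower by 1 probe set and higher by its other, with a log2 fold change of 1.23. *ACS1A* was 2.25-fold lower, a call that was lost without WT control replicate 1. Among 10 *ERF* and *DREB* genes, *ERF2* was 9.03-fold higher in *res* in control (log2 fold change 3.18 ± 0.18, adjusted p = 4.03e-08) and 4.05-fold in salt. None of the others passed, although *ERF1* has a second probe set that did in control, with a log2 fold change of 1.22. The receptor genes *ETR4* and *ETR6* were 4.72-fold and 6.17-fold higher in control, and salt lowered them in *res* 2.14-fold and 4.82-fold. In salt their log2 fold changes were -0.13 ± 0.11 and -0.25 ± 0.14. For both genes the fall in *res* was smaller than the control difference, so their mean levels in WT were also higher in salt. This rise is read from the other differences, and its own test is not given here. The other 13 genes of ethylene perception and signalling did not pass in control. In salt, *aco5* was 7.12-fold higher and *ACS1A* 2.8-fold lower. As a group in control, biosynthesis was shifted upwards (adjusted p = 0.00904, and adjusted p = 0.135 with an estimated correlation), as were perception and signalling (adjusted p = 0.00297, and adjusted p = 0.101 with an estimated correlation). The *ERF* and *DREB* genes did not pass as a group (adjusted p = 0.0985), with a median log2 fold change of -0.02 and a mean of 0.46.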

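Ethylene-related genes lower in control leaves of *res* were found among biosynthesis genes and *ERF* and *DREB* factors. The ACC synthase gene *ACS1A* was 4.46-fold lower (log2 fold change -2.16 ± 0.29, adjusted p = 0.000342, n = 3 arrays per group). Of 9 biosynthesis genes 2 were lower and none was higher, and as a group they did not pass (adjusted p = 0.117). Among 10 *ERF* and *DREB* genes 4 were lower and none was higher, including *DREB2* (4.28-fold, adjusted p = 3.85e-06), *DREB3* (3.55-fold) and *ERF5* (5.89-fold), and this group did not pass either (adjusted p = 0.377). In WT control replicate 1 *ERF5* was at 4.94, while replicates 2 and 3 had 6.55 and 6.69. *EIL3*, a factor of the EIN3 family that acts after the ethylene receptors, was 2.15-fold higher, and the other 14 genes of perception and signalling did not pass (1 of them was higher with the quantile normalization repeated). That group was shifted upwards in control (adjusted p = 0.00279, and adjusted p = 0.141 with an estimated correlation). In salt, 1 gene of biosynthesis was higher, *ACO4*, by 1 of its 2 probe sets, none of the *ERF* and *DREB* genes passed (1 was higher with the quantile normalization repeated), and the biosynthesis group had an adjusted p = 0.434. Of the perception and signalling genes *ETR4* was 2.3-fold lower (log2 fold change -1.2 ± 0.29, adjusted p = 0.0123), and none was called with the repeated normalization (group adjusted p = 0.43).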

In leaf, however, most genes related to ET metabolism were down-regulated in control. Finally, in both tissues, most expression differences were reduced or disappeared in salt stress (Table 1).

The transcriptomic profiles of genes involved in signalling pathways differed significantly between roots and leaves in control plants (Additional file 4: Table S3), as most genes showing high expression differences were up-regulated in *res* roots and down-regulated in *res* leaves compared to WT (Table 2). 

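Cell-surface receptors were among the signalling genes higher in control roots of *res*. *Ve1* and *Ve2*, receptor-like proteins of resistance to Verticillium, were 6.13-fold and 3.06-fold higher (log2 fold change 2.62 ± 0.15, adjusted p = 4.46e-08 for *Ve1*, n = 3 arrays per group). *Eix1*, a receptor-like protein that binds fungal xylanase, was 4.93-fold higher (adjusted p = 2.12e-07). The 9 other receptor kinases and receptor-like proteins did not pass, and neither did the 12 as a group (adjusted p = 0.122). Of 14 calcium signalling genes with a symbol, *cbl*, a calcineurin B-like protein, was 6.32-fold lower (adjusted p = 1.71e-06) and 13 did not pass, with no shift of the group (adjusted p = 0.944). In salt no gene of either list passed. *Ve1* fell 4.35-fold in *res* roots in salt and then differed from WT by 0.27 ± 0.15. The receptor group was shifted downwards in salt (adjusted p = 0.0239, and adjusted p = 0.27 with an estimated correlation).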

Among the genes induced in non-stressed *res* roots we found a group of Ca^2+^-binding proteins such as calmodulins, a calreticulin, two Ca^2+^-transporting ATPases and a high number of receptor-like kinases. 

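In control leaves the signalling genes that passed were lower in *res*. The calmodulin gene *CaM2* was 5.48-fold lower (log2 fold change -2.45 ± 0.26, adjusted p = 4.95e-05, n = 3 arrays per group) and *CIPK2*, a kinase that acts with calcineurin B-like proteins, 2.1-fold, a call lost without *res* control replicate 1. The other 12 calcium signalling genes did not pass, nor did the group (adjusted p = 0.0575). Among receptor-like proteins *Ve2* was 3.95-fold lower (adjusted p = 0.000361) and 11 genes did not pass (group adjusted p = 0.377). The MAP kinase gene *MPK3* was 5.4-fold lower, and its level in WT replicate 1 was 6.63, against 8.14 and 8.15 in replicates 2 and 3. In salt no calcium signalling gene passed, while the group was shifted upwards (adjusted p = 0.0381, and adjusted p = 0.169 with an estimated correlation), and 2 receptor genes were lower. With the quantile normalization repeated, 1 calcium gene was higher and 0 receptor genes were lower.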

Contrarily, in leaves most of these genes were down-regulated in *res* compared to WT plants, with some exceptions like the gene encoding *GUANYLATE-BINDING PROTEIN 1*, classified by Mapman as putatively involved in G-protein signalling, which was highly up-regulated in *res* compared to WT leaves both in control and salt stress. The opposite response in roots and leaves was clearly shown by some transcripts found in both tissues. For example, Solyc03g118810.1.1 and Solyc11g071740.1.1, encoding a calmodulin and a calmodulin-like protein, respectively, and two LRR receptor-like serine/threonine protein kinases encoded by Solyc07g006480.2.1 and Solyc12g009770.1.1, were up-regulated in roots and repressed in leaves of *res* vs WT plants. 

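The effect of the mutation in control differed between leaf and root in 5315 probe sets, a test that genes of equal sign or with an effect in 1 tissue also pass. *CaM2* was at 0.65 ± 0.12 in *res* vs WT roots, and its difference between tissues was -3.1 ± 0.3 (adjusted p = 7.51e-08, n = 3 arrays per group). The receptor-like protein genes *Ve2* and *Eix1*, higher in roots, had differences of -3.6 ± 0.3 and -3.24 ± 0.46 (adjusted p = 9.91e-09 and adjusted p = 2.03e-05). *Ve2* passed in both tissues with opposite signs, while *Eix1* in leaves was at -0.94 ± 0.4 (adjusted p = 0.123), and was called at -1.61 without WT control replicate 1, where its difference between tissues was -3.91. The jasmonate gene *aos* was 5.93-fold lower in *res* leaves, and its difference between tissues was -7.28 ± 0.23 (adjusted p = 3.37e-15). Of the 680 probe sets called in control in both tissues, 305 were higher in *res* roots and lower in *res* leaves, where independent lists would give 52.3. Another 40 were lower in roots and higher in leaves, 137 higher in both and 198 lower in both. These directions may depend on the scaling, since with the quantile normalization repeated the control leaf DEGs went from 893 higher and 1765 lower to 1264 and 1334. The overlaps were not counted at that scaling. In salt 265 were called in both tissues, 76 of them higher in roots and lower in leaves and 23 the reverse.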

Under salt stress, most gene expression differences between *res* and WT were significantly reduced in roots and leaves. However, whereas in roots this was mainly related to expression changes of *res* in salt vs control, in leaves it was due to changes induced by salt stress in either *res* or WT, or in both genotypes.

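The difference between *res* and WT was smaller in salt in 2077 and larger in 428 of the 2505 probe sets with an interaction in roots, and smaller in 1245 and larger in 1547 of the 2792 in leaves. In leaves the balance turned without WT control replicate 1 (2497 smaller and 2072 larger), and in roots without WT salt replicate 3 it was 2210 and 827. The genotype that changed was read from the DEGs of salt against control, in either direction. In roots, of the 2505, 930 were DEGs in *res* alone, 655 in WT alone, 318 in both and 602 in neither, or 999, 859, 396 and 783 without WT salt replicate 3. In leaves, of the 2792, 1581 were DEGs in WT alone, 380 in both, 439 in neither and the others in *res* alone. Without WT control replicate 1 the numbers for WT alone, both, neither and *res* alone were 2470, 575, 840 and 684. The receptor gene *Eix1* changed in *res* roots with salt by -2.13 ± 0.16 on the log2 scale and in WT roots by 0.11 ± 0.16 (n = 3 arrays per group), and *CaM2* in *res* leaves by 1.8 ± 0.26 and in WT leaves by -1.21 ± 0.26 (not called without WT control replicate 2).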

### Genes related to transcription factors and stress-related proteins

In control roots, the TFs up-regulated in *res* mutant included a numerous group of WRKYs and MYBs, while in salt stress most expression differences disappeared, in most cases due to their specific down-regulation in *res* roots under salinity (Additional file 5: Table S4, Table 3). 

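Of the 5 *WRKY* genes with a symbol, *WRKYIId-4* was 2.35-fold higher in *res* in control roots (log2 fold change 1.23 ± 0.11, adjusted p = 4.38e-06, n = 3 arrays per group) and the other 4 did not pass. The group was shifted upwards (adjusted p = 0.00466, and adjusted p = 0.0586 with an estimated correlation). In salt *WRKYIId-4* was at -0.02 ± 0.11, with an interaction of -1.25 ± 0.16, and its change with salt was -0.44 ± 0.11 in *res* and 0.82 ± 0.11 in WT. None of the *WRKY* genes passed in salt (group adjusted p = 0.237). The 8 *MYB* genes with a symbol included none that passed in roots in control, and the group was not shifted (adjusted p = 0.994). *MYB* and *WRKY* genes carried by other probe sets are not named here, so both lists hold only a part of these families.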

In leaves, MYBs were also up-regulated in *res* vs WT, and some of them specifically under salt stress, such as *SlMYB48* and *ARS1*. On the other hand, DEGs between *res* and WT leaves encoding WRKY TFs showed opposite trends under control conditions compared to those observed in roots (for example *SlWRKY39*). In addition, a group of DEGs involved in circadian rhythm were specifically detected in leaves of *res* vs WT under salt stress, mainly related to the alteration of these genes in WT leaves upon salinity (Table 3). 

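In control leaves, *WRKYIIe-1* was 3.37-fold higher in *res* (log2 fold change 1.75 ± 0.18, adjusted p = 4.15e-05, n = 3 arrays per group). *WRKY3* was 3.03-fold lower, a call lost when any control leaf array other than WT replicate 1 was left out. The 3 other *WRKY* genes did not pass, *WRKYIId-4* with a log2 fold change of 0.52 ± 0.13 (adjusted p = 0.0162). For *WRKYIId-4* the difference between tissues was -0.71 ± 0.18 (adjusted p = 0.0069). As a group the *WRKY* genes did not pass (adjusted p = 0.594), with a median of -0.51 on the log2 scale and a mean of -0.14. Among the 8 *MYB* genes, *THM27* was 2.6-fold higher and *THM6* 3.11-fold lower in control, and none passed in salt. The call of *THM27* was lost when only the *res* and WT control arrays were fitted.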

Interestingly, except the gene encoding MYB-like *CIRCADIAN CLOCK ASSOCIATED 1 (CCA1*), which was up-regulated, the rest were strongly down-regulated in *res* vs WT, including *TIMING OF CAB EXPRESSION1-LIKE (TOC1-LIKE*) and *GIGANTEA1*.

Regarding stress-related DEGs, several lipid transfer proteins (LTPs) were detected in *res* roots and leaves before any stress was applied, and these genes were generally up-regulated in both plant organs (Additional file 6: Table S5 and Table 4). Moreover, chitinases and pathogenesis-related proteins (PRs) were among the DEGs constitutively overexpressed in control, while other genes associated to biotic stress were down-regulated in *res* roots. 

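Lipid transfer proteins were higher in *res* leaves in control. All 3 genes with a symbol passed, *LE16* with a 6.16-fold difference (log2 fold change 2.62 ± 0.14, adjusted p = 2.67e-07, n = 3 arrays per group), *TSW12* with 2.99-fold and *ltpg1* with 2.25-fold. The call of *ltpg1* was lost when quantile normalization was repeated within leaves. The group passed (adjusted p = 9.86e-07). In control roots *ltpg1* was 2.74-fold lower in *res* (log2 fold change -1.45 ± 0.2, adjusted p = 0.00015), while *LE16* was at -0.11 ± 0.22 and *TSW12* at 0.04 ± 0.11, and the group did not pass (adjusted p = 0.263). In salt *ltpg1* was 6.49-fold lower in *res* roots. Salt raised *LE16* 8.66-fold in *res* leaves and 28.2-fold in WT leaves, and *TSW12* rose 17.5-fold in WT. In salt-stressed leaves *LE16* was at 0.92 ± 0.14 and did not reach 2-fold. *TSW12* was 2.16-fold lower in *res*, a call lost without replicate 1 of either genotype and with the repeated normalization.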

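Chitinases and pathogenesis-related proteins were higher in control roots of *res*. The chitinase *CHI3* was 20-fold higher (log2 fold change 4.32 ± 0.18, adjusted p = 2.25e-09, n = 3 arrays per group), the pathogenesis-related subtilase *P69B* 15-fold, *PR1b1*, of the PR-1 family, 5.15-fold, *PR-P2* 2.71-fold and *PR-5* 2.33-fold. None of the 9 measured genes was lower and 4 did not pass, and the group was shifted upwards (adjusted p = 0.000137). In salt *CHI3* was at 0.26 ± 0.18, and WT rose 22.2-fold with salt. In salt-stressed roots 2 of the 9 genes (1 with the quantile normalization repeated) were higher in *res* and 2 were lower, *CHI9* by 2.65-fold (not called with all 24 arrays in 1 fit) and *PR-1a1* by 2.65-fold, with no shift of the group (adjusted p = 0.955). In control leaves *PR-5*, a thaumatin-like protein, was 8.63-fold higher and *PR1b1* 2.74-fold lower (adjusted p = 1.29e-05 and adjusted p = 0.00089). In WT control leaves of replicate 1, *CHI3* was at 3.67 and *P69B* at 3.55, against 8.21 and 8.09 and 8.84 and 8.55 in replicates 2 and 3, and neither gene was called.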

In leaves, there was an increase in the number of DEGs from stress-related proteins in salt compared to control (Fig. 2c), and this included the specific up-regulation of several *HEAT SHOCK PROTEIN* (*HSPs)* genes in *res* compared to WT (Table 4).

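Heat shock genes were higher in *res* leaves in salt. *HSP70* was 4.31-fold higher (log2 fold change 2.11 ± 0.18, adjusted p = 7.85e-06, n = 3 arrays per group) and the small heat shock protein *vis1* 2.32-fold (log2 fold change 1.21 ± 0.1, adjusted p = 5.48e-06), while the 6 other genes of the list did not pass. The group was shifted upwards (adjusted p = 3.17e-05). *DNAJ*, a co-chaperone gene outside this list, was 5.49-fold higher in salt and at -0.99 ± 0.15 in control (called without *res* replicate 1 or WT replicate 3, interaction 3.44 ± 0.21), as it fell 7.13-fold in WT leaves. *HSP70* was also 2.14-fold higher in control leaves (adjusted p = 0.00143), a call lost without replicate 3 of either genotype, and *vis1* 2.14-fold. As a group in control the list passed (adjusted p = 0.00279, and adjusted p = 0.0554 with an estimated correlation). *HSP70* rose 3.27-fold with salt in *res* leaves and changed by 0.7 ± 0.18 in WT leaves. Of 9 chitinases and pathogenesis-related proteins 4 were lower in *res* leaves in salt, *P69A* among them (3.02-fold, adjusted p = 3.26e-06), or 2 with the quantile normalization repeated, and the group did not pass (adjusted p = 0.357).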

### Genes involved in protein metabolism

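Protease inhibitors and other wound-induced proteins were higher in *res* leaves in control. The 5 genes of the list of wound-induced defence proteins were all higher, with *PIIF*, a serine proteinase inhibitor, 3.8-fold higher (log2 fold change 1.93 ± 0.23, adjusted p = 0.000117, n = 3 arrays per group), *LAPA1* 16.6-fold and *ARG2* 23.5-fold. As a group they passed (adjusted p = 6.48e-14). *TD2*, a threonine deaminase induced by wounding, was 100-fold higher (log2 fold change 6.64 ± 0.48, adjusted p = 2.98e-06, and 7.46 without WT control replicate 1). In control roots none of the 5 passed, and *PIIF* was at -0.05 ± 0.11. Of 6 subtilases in control roots, 2 were higher, *SBT2* among them (2.41-fold), and 2 were lower, including *SBT1* (2.46-fold), with no shift of the group (adjusted p = 0.994). In control leaves *sbt3* was 2.15-fold lower, a call lost when the quantile normalization was repeated within leaves, and the subtilases did not pass as a group (adjusted p = 0.206), with a median log2 fold change of 0.38 and a mean of -0.21. In WT control leaves *TD2* was at 5.56 in replicate 1 and at 2.86 and 3.35 in replicates 2 and 3. Genes of the ubiquitin-proteasome system were not tested as a list.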

In absence of stress, a high number of genes involved in protein degradation (proteases) and its regulation (protease inhibitors, PIs), including components of the ubiquitin-proteasome complex, were overexpressed in *res* roots and leaves compared to WT, with the highest expression differences corresponding to protease inhibitors (Additional file 7: Table S6, Table 5). While DEGs of proteases and ubiquitin-proteasome were mostly reduced in roots upon salt stress, several PIs showed higher overexpression values in salt than in control, especially the *KUNITZ-TYPE PROTEINASE INHIBITOR A4*. Moreover, other PIs were specifically up-regulated in *res* roots during salt stress, i.e. the gene *METALLOCARBOXYPEPTIDASE INHIBITOR (MPI)* (Solyc07g007250.2.1). 

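*mcpi*, the metallocarboxypeptidase inhibitor among the genes with a symbol, did not differ in control roots (log2 fold change 0.5 ± 0.36, adjusted p = 0.497, n = 3 arrays per group) and was 26.4-fold higher in *res* roots in salt (log2 fold change 4.72 ± 0.36, adjusted p = 3.3e-06). Its level in *res* roots rose from 2.15 ± 0.4 to 7.13 ± 0.05 with salt, 31.6-fold (adjusted p = 9.54e-07), and in WT roots it went from 1.65 ± 0.14 to 2.41 ± 0.98 (adjusted p = 0.234). The interaction of genotype and salt was 4.22 ± 0.5 (adjusted p = 0.000116). The wound-induced threonine deaminase gene *TD2* behaved in the same way, 16.2-fold higher in salt-stressed *res* roots (adjusted p = 8.39e-07), and rose 25.2-fold with salt in *res*. The 3 other wound-induced genes, *PIIF*, *LAPA1* and *ARG2*, were not called in salt-stressed roots, and the group was shifted upwards (adjusted p = 0.000963, and adjusted p = 0.121 with an estimated correlation). The sources used here give *mcpi* no Solyc number, so that its identity with the *MPI* locus rests on the protein's name.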

In fact, this gene showed the highest up-regulation in *res* leaves in control conditions. It is also interesting to point out that several protease inhibitors detected are encoded by adjacent loci in the same chromosome (Solyc03g098710*,* Solyc03g098720, etc.).

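In leaves *mcpi* had the largest difference of all named genes in control, 232-fold (log2 fold change 7.86 ± 0.33, adjusted p = 3.82e-08, n = 3 arrays per group). *res* leaves had a level of 10.95 ± 0.06 and WT leaves 3.09 ± 0.95, with 4.18, 2.65 and 2.45 in WT replicates 1 to 3. In salt the difference was 2.92-fold (log2 fold change 1.55 ± 0.33, adjusted p = 0.00568). Salt raised *mcpi* 15.9-fold in WT leaves (adjusted p = 2.16e-06) and lowered it 4.99-fold in *res* leaves (adjusted p = 0.000482). *TD2* and *LAPA1* were at 0.72 ± 0.48 and -0.27 ± 0.17 in salt, and *ARG2* was still 2.95-fold higher. Across the 5 wound-induced genes, 2 remained higher in salt, and the group passed (adjusted p = 0.00619, and adjusted p = 0.158 with an estimated correlation).

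**Figure D2:**
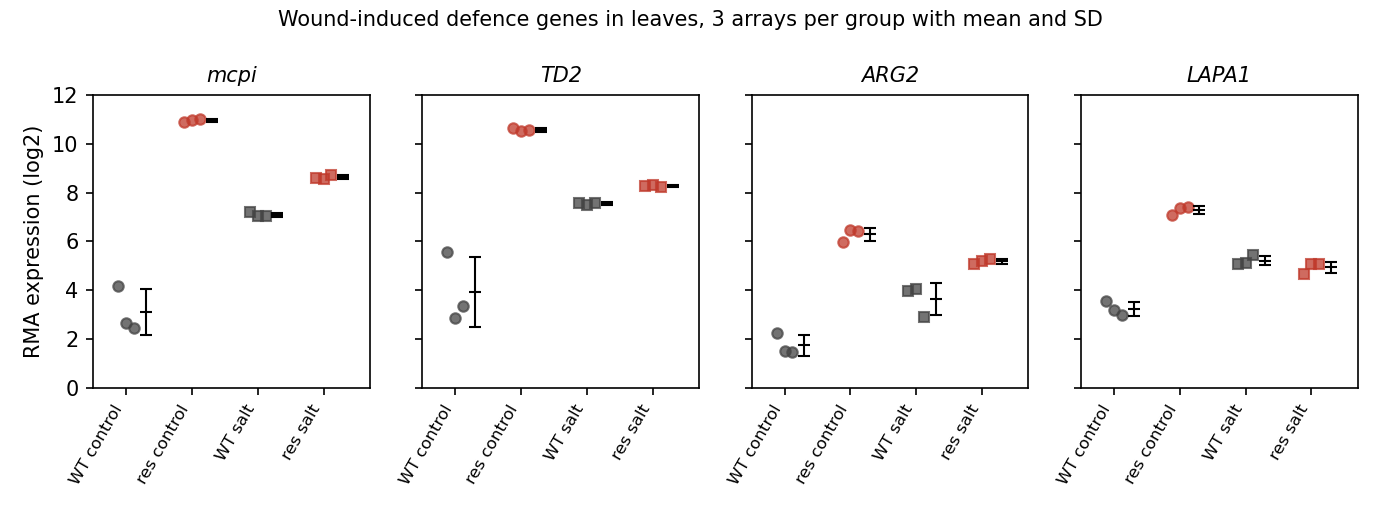
RMA expression (log2) of *mcpi*, *TD2*, *ARG2* and *LAPA1* in leaves, by genotype and treatment. Points are the 3 arrays of a group and bars the mean with SD, and *mcpi* in WT rises from 3.09 in control to 7.09 in salt.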

### Genes involved in plant development and photosynthesis

An important number of genes involved in developmental processes, cell wall modification and cell cycle and organisation were down-regulated in *res* roots and leaves compared to WT in control conditions (Additional file 8: Table S7, Table 6), which agrees with the important development alterations shown by the *res* mutant in non-stressful conditions. However, gene expression differences disappeared in salt stress, coinciding with the phenotypic normalisation shown by mutant plants, and this was frequently related to up-regulation of genes previously repressed in *res* roots, although in some cases it was also due to gene repression induced by salt stress in WT.

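Cell wall genes in control were mixed in roots of *res*, and in leaves xyloglucan genes were lower. In roots *EXPA8*, an expansin that loosens cell walls, was 23.3-fold lower (log2 fold change -4.54 ± 0.22, adjusted p = 8.65e-09, n = 3 arrays per group) and *EXPB2* 10.6-fold lower, while *EXP5* was 3.01-fold higher. Of 14 expansins 2 were higher, 3 lower and 9 not called, so the group did not pass (adjusted p = 0.994), with a median of 0.23 on the log2 scale and a mean of -0.34. Of 11 xyloglucan endotransglucosylase/hydrolases, which remodel the wall, 3 were lower in control roots, *XTH6* by 7.37-fold and *XTH9* by 4.61-fold, and 2 were higher (group adjusted p = 0.141). In leaves 6 of the 11 were lower and none was higher, *tXET-B2* by 34.9-fold (log2 fold change -5.13 ± 0.57, adjusted p = 8.24e-05, and -6.07 without WT control replicate 1) and *XTH9* by 4.83-fold, with a shift of the group (adjusted p = 0.00153, and adjusted p = 0.0725 with an estimated correlation). Endoglucanases, pectin-modifying enzymes and galactosidases had 1 higher and 1 lower member of 20 in roots (group adjusted p = 0.394). In leaves 3 of the 20 were lower (group adjusted p = 0.377), which became 0 lower and 2 higher when the quantile normalization was repeated within leaves, and expansins were lower for 2 of 14 (group adjusted p = 0.742). No gene of the list of cell cycle and DNA replication passed in control roots, and in control leaves 1 of 10 did, *DNApolalpha*, a DNA polymerase subunit (2.38-fold lower). As groups these did not pass (adjusted p = 0.173 in roots and adjusted p = 0.734 in leaves). In roots, 6 of 21 TCP factors, which regulate growth of organs, were lower in *res*, including *TCP3* (4.89-fold) and *TCP12* (3.52-fold), none was higher, and the group passed (adjusted p = 0.000123). The level of the cell cycle kinase *cdkB2* in WT control leaves was 5.43 in replicate 1 and 3.97 and 3.6 in replicates 2 and 3.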

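In roots, the growth-related genes *EXPA8*, *lin9* and *XTH6*, lower in *res* in control, rose with salt. *EXPA8* rose 20.3-fold in *res* roots (log2 fold change 4.35 ± 0.22, adjusted p = 4.56e-08, n = 3 arrays per group) and was then at -0.8 ± 0.22, the invertase *lin9* rose 18.3-fold to a difference of -0.43 ± 0.2, and *XTH6* rose 2.82-fold but stayed 3.22-fold lower than in WT. *EXPB2* remained 6.75-fold lower, and *EXPA6* was 12.7-fold higher in *res* roots in salt. Among TCP factors 2 were still lower in salt-stressed roots, where this group passed (adjusted p = 0.0152, and adjusted p = 0.113 with an estimated correlation). In leaves the WT changed, *tXET-B2* falling 21.1-fold with salt (log2 fold change -4.4 ± 0.57, adjusted p = 0.000108, and -5.35 without WT control replicate 1), and *PMEU1*, a pectin methylesterase, rising 7.4-fold. In salt-stressed leaves *PMEU1* was 7.71-fold lower in *res*. The cell cycle kinase *cdkB2* was 7.18-fold lower (log2 fold change -2.84 ± 0.35, adjusted p = 0.000118), *CycA2* 3.97-fold and *CycA1* 3.66-fold. In that comparison 7 of 10 cell cycle genes were lower (adjusted p = 2.4e-06, and adjusted p = 0.169 with an estimated correlation), 5 of 14 expansins (adjusted p = 0.00399, and adjusted p = 0.0877 with an estimated correlation) and 7 of 20 endoglucanases, pectin-modifying enzymes and galactosidases (adjusted p = 0.0058, and adjusted p = 0.169 with an estimated correlation), and none of them was higher. With the repeated quantile normalization, 5 of these cell cycle genes, 4 expansins and 4 of the 20 were lower, and 1 expansin and 1 of the 20 were higher. The xyloglucan genes (1 in leaves and 3 in roots with that normalization) were lower for 2 of 11 in leaves (adjusted p = 0.071) and for 2 of 11 in roots (adjusted p = 0.0444, and adjusted p = 0.337 with an estimated correlation).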

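Among 9 nuclear-encoded photosynthesis genes with a symbol, *rbcS1*, a Rubisco small subunit, was 2.61-fold higher in *res* leaves in salt (log2 fold change 1.38 ± 0.08, adjusted p = 3.03e-07, n = 3 arrays per group) and 3.14-fold higher in control (adjusted p = 1.59e-07). *PSBO*, a subunit of photosystem II, was 2.85-fold lower in control, and the other genes did not pass in either condition. In salt the group was shifted upwards (adjusted p = 0.0103, and adjusted p = 0.169 with an estimated correlation), and in control it was not (adjusted p = 0.395). The shift in salt depended on the scaling, since the median of the list went from 0.17 to -0.07 on the log2 scale when quantile normalization was repeated within leaves, with an adjusted p of 0.852. *CrtR-b1*, a carotene hydroxylase, was 4.21-fold higher in *res* in salt (log2 fold change 2.08 ± 0.1, adjusted p = 4.41e-08), after falling 17.1-fold in WT and 2.67-fold in *res*. The 12 genes of the carotenoid pathway were shifted upwards in salt (adjusted p = 0.00487, and adjusted p = 0.158 with an estimated correlation) and had 2 lower members in control, or 0 with the repeated normalization (adjusted p = 0.0578). *GLK2*, a factor that promotes chloroplast development, was 4.54-fold lower in control and 5.1-fold higher in salt (adjusted p = 2.71e-07), as it fell 29.5-fold in WT leaves. The 11 genes of light signalling were shifted upwards in salt (adjusted p = 0.000107, and adjusted p = 0.0877 with an estimated correlation).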

In *res* leaves, significant differences in the expression of genes involved in photosynthesis and other related metabolic processes were found specifically in salt stress (Additional file 9: Table S8, Table 7). Among them, several components of the photosynthetic protein complexes, such as the *PsbP* subunit of PSII, *PGR5, FEDA* and *ATP SYNTHASE I-LIKE PROTEIN*, as well as two genes encoding CHLOROPHYLLIDE A OXYGENASES responsible of chlorophyll b synthesis. 

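*PSBP*, the gene of the PsbP subunit of PSII with a symbol, had a level of 10.38 ± 0.05 in salt-stressed *res* leaves and 10.02 ± 0.03 in WT leaves (log2 fold change 0.36 ± 0.08, adjusted p = 0.00932, n = 3 arrays per group), and did not reach 2-fold. In control its log2 fold change was 0.4 ± 0.08 (adjusted p = 0.00597). Salt changed *PSBP* by -0.16 ± 0.08 in *res* leaves and by -0.13 ± 0.08 in WT leaves. None of the 10 plastid-encoded photosystem subunits was called in leaves. As a group they were shifted upwards in salt (adjusted p = 1.57e-08) and in control (adjusted p = 4.67e-08), with a median of 0.3 on the log2 scale in control, which became -0.02 (adjusted p = 0.738) with the repeated quantile normalization. In salt it went from 0.3 to 0.01 (adjusted p = 0.925). *PGR5*, *FEDA*, the ATP synthase I-like gene and the chlorophyllide a oxygenases are not among the genes named here. The match of *PSBP* to the paper's PsbP locus rests on the name alone.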

Interestingly, two genes that affect photosynthetic efficiency, *RUBISCO ACTIVASE 1 (RCA1)* (Solyc09g011080.2.1) and *ALTERNATIVE OXIDASE 1A* (*AOX1A*) (Solyc08g075540.2.1), showed the highest fold-change values in salt-stressed leaves of *res* compared to WT. In most cases, the differences found between *res* and WT were due to the specific down-regulation of these genes in WT leaves under salt stress.

### Analysis by RT-qPCR of selected genes (validation of selected DEGs by RT-qPCR)

Selected genes which seem to have a relevant role in the growth recovery and salt tolerance shown by the *res* mutant under salt stress were analysed by RT-qPCR. Among important DEGs in root, we tested two genes involved in JA metabolism (*AOS* and *JAZ1*) and one of signalling (*Ca*^*2+*^*-ATPase*), and found that salt stress reduced significantly the expression level of these genes in *res* roots compared to the level obtained in control (Fig. 3), thus corroborating that the constitutive alteration of these genes was attenuated by salt stress. In leaf, the two genes involved in photosynthetic efficiency were analysed, *RCA1* and *AOX1A*, and the data confirmed the great up-regulation of these genes in *res* vs WT under salt stress (Fig. 3). Contrarily, the circadian clock component *GIGANTEA1* was strongly repressed in *res* leaves compared to WT under salt stress. There were very few genes with differential expression in both tissues and conditions (14 DEGs), as shown in Fig. 2b, and interestingly two TFs, *WRKY39* and *MYB14,* were included among them. 

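All 4 comparisons of *res* with WT called 67 probe sets, where independent lists would give 0.14. The sign of the difference was the same in all 4 for 39 of them, and 49 have a gene symbol. *TCP17* was lower in *res* throughout, with log2 fold changes of -2.32 ± 0.15 in control roots, -1.14 ± 0.15 in salt-stressed roots, -1.44 ± 0.26 in control leaves and -2.05 ± 0.26 in salt-stressed leaves (n = 3 arrays per group). Its call in salt-stressed roots was lost without *res* replicate 1. *SODCP.2*, a plastid superoxide dismutase that removes superoxide, was lower as well, by 4.44-fold and 2.56-fold in roots and 13-fold and 12.4-fold in leaves (adjusted p = 2.94e-05 in salt-stressed leaves). In control leaves this was -3.7 ± 0.37 on the log2 scale, and -3.07 without WT control replicate 1. *ER5* was higher in *res* in control roots (17.3-fold), in salt-stressed roots (3.8-fold) and in salt-stressed leaves (13.8-fold), and lower in control leaves (23.6-fold, adjusted p = 1.84e-08). The nitrite reductase gene *nii1* was lower in all 4, by 6.44-fold in control roots and 4.23-fold in salt-stressed leaves, and its call in control leaves was lost without WT replicate 2 or 3. Of the 49, the symbol is a LOC number for 42, whose gene families were not looked up, so the set was not searched for *WRKY* and *MYB* genes beyond the 7 other names. The unmoderated test on only the arrays compared called 10 probe sets in all 4.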

By RT-qPCR analysis (Fig. 3), we observed that *WRKY39* showed in root a similar response to that previously observed in JA genes, that is up-regulation in *res* vs WT in control, but important attenuation in salt stress. However, the expression of *MYB14* was not only higher in control but also in salt stress. In leaves, the expression changes of both genes showed opposite tendencies to those observed in roots, as *WRKY39* expression increased in *res* salt vs control, whereas the constitutive high expression of *MYB14* found in control leaves of *res* was strongly reduced by salt stress (86%). The other gene analysed was *MPI,* and the data corroborated that this PI was highly up-regulated in leaves, especially in control, and also in *res* roots during salt stress (Fig. 3).

**Fig. 3:**
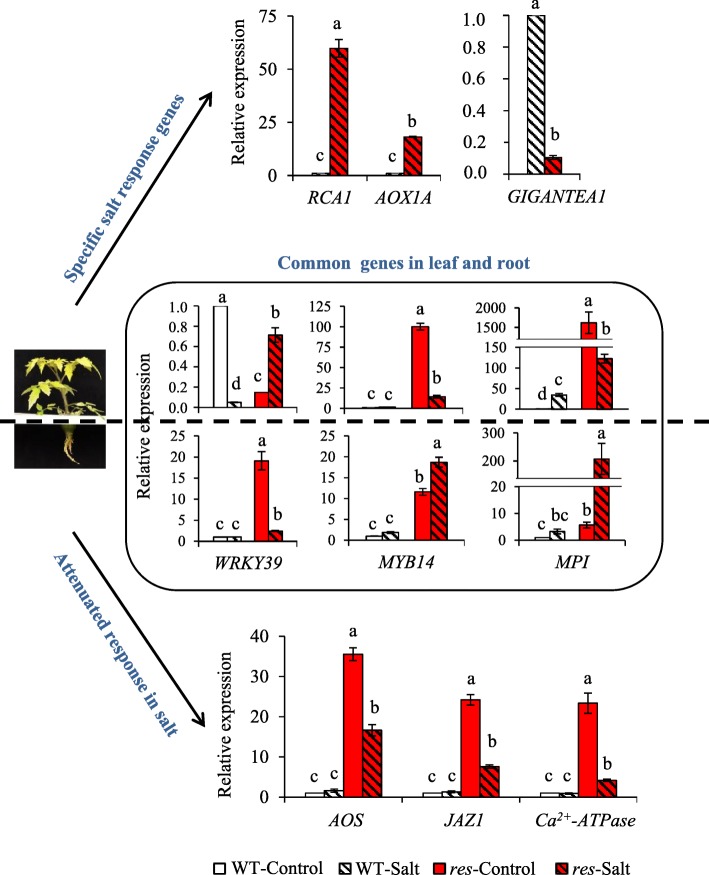
RT-qPCR analysis of relevant DEGs between WT and *res* in absence of salt stress (Control) and after 5 days at 200 mM NaCl (Salt). Specific salt response genes were analyzed in leaf (*GIGANTEA*, *RCA1* and *AOX1A*), common genes in both plant parts (*SlWRKY39, SlMYB14* and *MPI*), and genes of JA and Ca^2+^ signaling (*AOS, JAZ1* and Ca^2+^-ATPase) in roots. Values are means ± SE of three biological replicates. Different letters indicate significant differences between means by LSD test (*P < 0.05*)

In order to validate the microarray data, additional DEGs were analysed by RT-qPCR in roots and leaves (Additional file 11: Figure S4). Comparison of microarray and RT-qPCR results showed the same trend in relative gene expression, and a Pearson’s correlation coefficient of 0.87 was obtained (Additional file 11: Figure S4). In summary, the RT-qPCR data verified the reproducibility and reliability of the microarray analysis.

## Discussion

### The phenotype of *res* mutant is largely associated to the high constitutive expression of genes involved in stress responses and repression of genes related to growth and development in roots

The phenotype of *res* mutant comprises severe morphological and physiological dysfunctions and a high accumulation of the stress hormone JA in roots in absence of stress, while these alterations are suppressed by salinity [13]. A first question was to elucidate whether the development alterations in the *res* mutant were due to the high constitutive expression of stress genes. The comparative transcriptomic analysis between WT and *res* strongly supports that constitutive alterations in gene expression in roots account in great part for the phenotypical disorders of *res* mutant, as in control, the number of DEGs in *res* vs WT was 3-fold higher in roots than in leaves (3046 and 1019 DEGs, respectively) (Fig. 2a).

The root has a key role in abiotic stress such as salinity, as it is the first organ that enters in contact with salt and, consequently, its efficiency in stress detection and response mechanisms is determinant for stress tolerance [2, 3]. In this sense, the anticipated stress response of *res* roots before application of salinity, and the high number of altered genes in salt-stressed vs non-stressed *res* roots differs from the discrete response observed in WT roots upon salt stress (Additional file 2: Figure S2a). Among these, we hardly found DEGs in WT roots belonging to main functional categories, in contrast to *res* roots where numerous DEGs were detected (Tables 1–5). Thus, the transcriptomic analysis showed a constitutive enhanced expression of genes involved in JA biosynthesis (*AOS, LOX3*) and signalling (*JAZ*) in *res* roots (Table 1), which agrees with our previous results in JA accumulation [13]. Different studies indicate that JA and ET signalling often operate synergistically to activate mechanisms of abiotic stress tolerance [21], which also seems to occur in *res* roots, as several genes encoding *ERFs* were constitutively up-regulated in *res* roots in control conditions (Table 1). Interestingly, we also observed the up-regulation in *res* roots of numerous Ca^2+^ signalling genes (Table 2), which steer a multitude of downstream responses, as recently exemplified by studies on the function of Ca^2+^-ATPase [22]. The Ca^2+^ signalling aspects are beginning to be understood but still there is a great lack of information [23].

In agreement with the fact that hormones act as central integrators of stress adaptation signalling cascades, coordinating the transcriptional regulation of TFs and downstream genes [7], we also observed the up-regulation in *res* roots of TFs such as WRKYs and MYBs (Table 3), and a relatively high abundance of genes encoding stress-related proteins (Table 4), as lipid transfer proteins, which are involved in key physiological processes [24]. It is also interesting to mention that some of the genes encoding stress-related proteins identified are commonly associated with biotic stresses (Table 4), which agrees with our previous suggestions on the tolerance of the *res* mutant to multiple abiotic and biotic stresses [15].

On the other hand, growth-promoting genes were repressed in *res* vs WT roots in absence of stress but not under stress condition (Table 6), which agrees with the phenotypic normalisation shown by *res* mutant under salinity. This response is contrary to the generalized behaviour of plants, and similar to that observed in some wild tomato species and other halophytes, showing high expression levels of stress-relevant genes in absence of stress, which are determinant to their tolerance, but it usually provokes slower plant growth due to the energetic cost [16, 25].

### The phenotype recovery induced by salt stress in *res* mutant is mainly related to the attenuated response in root and enhanced in leaves

We observed that transcriptomic differences between *res* and WT were very attenuated in roots in salt stress (the number of DEGs was reduced by 90% compared to control) (Fig. 2a). In addition, we found that expression differences of genes involved in JA and ET metabolism, signalling pathways, TFs and stress-related proteins were significantly reduced or disappeared in salt, which was mainly due to the down-regulation of these genes comparing *res* mutant in salt vs control (Tables 1–4). These results relate the normalisation of *res* phenotype with an attenuated stress response in roots. The allocation of resources towards higher growth in *res* roots under salt stress is also supported by the significant up-regulation of genes involved in developmental processes (i.e. extensins, expansins and other cell wall modification genes) in salt-treated *res* roots compared to control, while the opposite trend was observed in WT plants (Table 6). This might reflect the higher salt-sensitivity of WT compared to *res* observed in the long-term [13].

On the other hand, the number of DEGs between *res* and WT was almost five times higher in leaves than in roots under salt stress (1366 vs 295 DEGs) (Fig. 2a), being stress-related proteins one of the functional categories with higher increase of DEGs in salt vs control (Fig. 2c). Taking into account that many stress-responsive genes display circadian expression [26], it is interesting to point out that salt-specific expression differences were observed for a group of circadian clock genes when *res* leaves were compared to those of WT, which were mainly a consequence of high expression levels in WT in salt vs control (Table 3). In this sense, [27] indicated that slower circadian rhythms allow better adaptation of the cultivated tomato to the long summer days (usually characterised by stressful environmental conditions), and our results suggest that this may be occurring in the response of the *res* mutant to salinity. Thus, the two principal components of the central oscillator, *CCA1* and *TOC1*, where *CCA1* acts as a repressor of *TOC1* expression [28]*,* were identified in our study. Moreover, other key clock components, i.e. *ELF4*, *CO, FKF-1*, the *JmJC* TF and *GIGANTEA (GI)* were down-regulated in *res* leaves vs those of WT in salt (Table 3). What is more, it has been reported that *gi* mutants are markedly salt tolerant, by exhibiting continued growth under salinity [16], as observed in *res* mutant. This observation agrees with the fact that *GI* is considered a negative regulator of salt tolerance, and precisely *GI* expression was strongly induced by salinity in WT (Table 3).

Finally, it is convenient to take into account that a significant amount of the genes detected do not have a known function or have not been functionally annotated to a specific process involved in the stress response (Fig. 2c), and thus they may also have a role, yet unknown, in the growth phenotype and salt response of *res* mutant. While in *res* roots most genes with unknown function were identified in control, in leaves the number of unknown DEGs was higher in salt than in control (Fig. 2c).

### Genes encoding MYB and WRKY transcription factors and protein metabolism may play prominent roles in the phenotype normalisation and salt tolerance shown by *res* mutant under salt stress

Only 14 genes differentially expressed in roots and leaves independently of the treatment were identified in the microarray analysis, including *WRKY39* and *MYB14*. The importance of *WRKY* and *MYB* genes in abiotic stress tolerance is well known [29, 30], although their roles in the salt tolerance of tomato are still scarcely known [31, 32]. We recently identified the *ARS1* gene, the first MYB of type R1 identified in tomato, which is involved in salt tolerance by regulating stomatal closure during stress and avoiding the high transport of Na^+^ up to the leaves [33]. Interestingly, in our transcriptomic study, *ARS1* was specifically salt-upregulated in *res* leaves compared to WT. Also *SlMYB48* (Table 3), a tomato homologous of *OsMYB48–1* which is known to enhance drought and salinity tolerance in rice [34]. Moreover, the *Arabidopsis thaliana AtWRKY40*, which is homologous to the *SlWRKY39* identified in this work, is known to stimulate JA-signalling by supressing JAZ repressors [35]. Both *WRKY39* and *MYB14* genes seem to have a role in the phenotype of *res* and its normalisation under salt stress, according to their expression profiles in roots and leaves of the mutant compared to WT (Fig. 3). Moreover, both genes showed opposite expression trends in *res* roots and leaves upon salinity, which suggests that they are specifically regulated in each tissue. Finally, it is interesting to point out that *MYB14* is one of the few genes increasing its expression in *res* roots in salt stress compared to control (Fig. 3).

The maintenance of protein homeostasis, i.e. the balance between protein biosynthesis and degradation, is crucial for plant survival [36]. We found remarkable expression differences between WT and *res* plants, in both tissues and treatments, for genes related to protein metabolism, especially those encoding proteases and PIs (Table 5). PIs have been generally associated to biotic stress responses [37], although they also seem to play important roles in abiotic stress responses, as adaptation to stress requires the active balance between regulated proteolysis and inhibition of uncontrolled proteolysis [38]. The overexpression of a cysteine protease inhibitor from *Jatropha curcas* in transgenic *Nicotiana benthamiana* conferred increased salinity tolerance along with lower MDA contents [39]. As PIs were highly up-regulated in *res* leaves in both conditions (Table 5), this could explain the constitutive lower MDA levels found in *res* leaves (Fig. 1c). One outstanding gene is *MPI* (Solyc07g007250.2.1), which showed the highest up-regulation in *res* leaves compared to WT, especially in control but also in salt stress. Moreover, *MPI* was highly up-regulated in *res* roots during salt stress (Fig. 3). Together, these results suggest that *MPI*, and probably other *PIs* genes, may have a role in the salt tolerance of *res*.

### The specific salt-upregulation of key genes involved in photosynthesis explain the enhancement of photosynthetic efficiency and phenotype recovery in *res* mutant

Under salinity, *res* plants were able to restore a normal phenotype and cell structure, including that of chloroplasts [13]. This fact explained the remarkable recovery of the greenish colour in leaves under salt stress, which was reflected in the increase in leaf chlorophyll content (Fig. 1c). Furthermore, an important physiological sign of salt tolerance in *res* mutant was the increase of the photosynthetic efficiency during salinity (Fig. 1c). Interestingly, only in some cases of halophytes, an increase in the photosynthetic activity with salinity may occur [40]. The increased photosynthetic efficiency of *res* was accompanied by specific salt-upregulation of genes involved in photosynthesis in the mutant compared to WT. Remarkably, the DEG with the highest fold change in salt-treated *res* leaves respect to WT was *RCA1* (Table 7). One important problem for improving plant productivity is optimizing the efficiency of Rubisco, as it is an extremely inefficient enzyme and needs a conformational repair, which is mediated by RCA [41]. In this sense, efforts to increase crop yields by bioengineering Rubisco remain unsuccessful [42]. By RT-qPCR we confirmed that *RCA1* was strongly upregulated in *res* leaves under salt stress compared to WT (Fig. 3). These higher expression levels in *res* may favour Rubisco reparation and its efficiency under salt stress.

Another gene with high up-regulation in *res* leaves compared to WT specifically in salt stress was *AOX1A* (Table 7, Fig. 3). AOX is able to efficiently oxidize the excess of reducing equivalents coming from chloroplast via the malate valve [43, 44]. In agreement, one of the genes conforming the malate valve, the chloroplast-localized *GLYCERALDEHYDE-3-PHOSPHATE DEHYDROGENASE* (*GAPDH*) (Solyc07g005390.2.1), was also up-regulated in *res* leaves under salt stress. Moreover, different studies revealed the importance of AOX pathway in optimizing photosynthesis under abiotic stress [45–48]. Thus, Arabidopsis plants overexpressing *AOX* displayed a higher relative growth rate than WT plants under drought stress [49], and in breeding studies, *AOX* was suggested as a marker to bring about efficient cell reprogramming during growth and development under stressful conditions [50]. Finally, although to lower levels, genes involved in light-reactions of photosynthesis were also specifically overexpressed in *res* leaves compared to WT under salt stress (Table 7), as *FED-A* and *PGR5* involved in electron flow in PSI, and *PspB* gene coding for a key protein of the PSII reaction centre.

Remarkably, all the genes related to photosynthetic efficiency were down-regulated in leaves of salt-treated WT plants compared to non-stressed leaves, especially *RCA1* and *AOX1A* (Table 7). The down-regulation of these genes in WT, along with those involved in developmental processes (i.e. expansins, extensins) are indicative of detrimental stress effects in WT plants, although physiological symptoms were not visible yet after 5 days of treatment. However, the increased growth and salt tolerance of the *res* mutant compared to WT plants may be related with the higher expression in salinity of key genes involved in optimizing photosynthesis, especially *RCA1* and *AOX1A*.

## Conclusions

The *res* mutant shows a remarkable growth penalty in absence of stress according to the high basal expression, especially in roots, of numerous genes involved in stress responses, from hormone metabolism, signalling, transcription factors, to other stress-related genes. However, the constitutive up-regulation of stress responses in *res* mutant confers a benefit upon exposure to salt stress and favour its phenotypic recovery, which is accompanied, on the one hand, by the attenuation of gene expression differences in roots and, on the other hand, by the enhancement of gene expression differences in leaves. In this sense, the down-regulation of *GIGANTEA1*, which is considered a negative regulator of salt tolerance, and the higher expression of genes involved in photosynthesis optimization, especially *RCA1* and *AOX1A*, may explain the higher photosynthetic efficiency and phenotypic recovery of *res* under salt stress. Remarkably, there are few DEGs between *res* and WT detected simultaneously in roots and leaves independently of the treatment, and these include *SlWRKY39*, *SlMYB14* and *MPI*, which seem to have a prominent role in the phenotype recovery of the mutant and its salt tolerance. Overall, our results illustrate how genes with different primary functions may work synergistically and coordinately in order to ensure successful plant adaptation to changing environmental conditions. Finally, we hope this work will provide new valuable information in order to enhance future breeding programs for stress-tolerant tomato crops.

## Methods

### Plant material and salt stress treatment

Plants of the tomato *res* mutant and *Solanum lycopersicum* L. cv. Moneymaker (wild-type, WT), were used in this work. Seeds were germinated in darkness, in a 8:3 (*v*/v) mixture of peat:perlite, at 28 °C temperature and 90% of relative humidity (RH). After emergence, plants were grown in a controlled growth chamber with 16 h light/8 h darkness photoperiod, with light of a photosynthetic photon flux (400–700 nm) of 350 μmol m^− 2^ s^− 1^ at the plant level, provided by fluorescent tubes (Philips Master TL-D 58 W/840 REFLEX, Holland), and 25 °C and 50–60% of temperature and RH, respectively. Two-week old plantlets were transferred to hydroponics. The hydroponic system consisted in tanks of 50 L volume (219 × 20 × 17 cm) filled with half-strength (½) Hoagland nutritive solution [51], which was continuously aerated by means of a compressor (Puska N-150-150, with a 115 L min^− 1^ flow, 10 Kg cm-^2^ maximum pressure). The nutritive solution was controlled by monitoring pH and electrical conductivity (EC), renewing it at least once per week.

Salt stress was applied to six-week old WT and *res* plants, and consisted in ½ Hoagland plus 200 mM NaCl as previously described [13]. Two previous assays were carried out in order to select the time of salt exposure where the phenotype recovery of *res* mutant began to be visible, and a time period of 5 days of salt stress was selected (Additional file 1: Figure S1). To avoid osmotic shock, 100 mM NaCl was applied during the first day and then 200 mM NaCl until the end of the treatment. Physiological measurements and harvesting of leaves (1st fully-expanded) and roots for molecular analyses were carried out in non-treated plants (control) and in plants salt-stressed for 5 days.

### Physiological measurements

All physiological measurements were determined in two independent salt stress assays, including three biological replicates (of three plants each one) per genotype and treatment. Chlorophyll content was analyzed in the 1st fully-developed leaf of WT and *res* plants by means of a portable device SPAD-502 that measures chlorophyll fluorescence (Minolta, Kyoto, Japan). The Soil Plant Analysis Development (SPAD) units given by the equipment are correlated with the plant chlorophyll content [52]. Three measurements were taken in different areas of the leaf, and the average value was obtained. Chlorophyll fluorescence was also analyzed by means of a portable Chlorophyll Fluorometer (Opti-Sciences, Hudson, NH). This equipment obtains the maximal photochemical efficiency of photosystem II estimated as Fv / Fm = (Fm − F_0_) / Fm, where Fv / Fm is the ratio between the variable fluorescence and the maximal fluorescence. Fm is the maximal fluorescence intensity in leaves adapted to darkness during 30 min, induced by a far red light excitation source (3000 μmol m^− 2^ s^− 1^) during 0.8 s. F_0_ is the minimal fluorescence intensity due to the exposition of leaves to an actinic light source (400 μmolm^− 2^ s^− 1^) [53].

Malondialdehyde (MDA) was quantified in leaflets from first fully-expanded leaves, as indicative of lipid peroxidation using the thiobarbituric acid reactive substrates (TBARS) assay, using the protocol described in [54] with slight modifications. Briefly, 0.5 g of leaflet tissue was homogenized in 4 mL of 0,1% trichloroacetic acid (TCA) solution using a Polytron (Kinematica AG, Switzerland). The homogenate was centrifuged at 15000 g for 10 min and 0.5 mL of the supernatant obtained was added to 1.5 mL 0.5% thiobarbituric acid (TBA) in 20% TCA. The mixture was incubated at 90 °C in a shaking water bath for 30 min, and the reaction was stopped by placing the reaction tubes in an ice-water bath. The samples were then centrifuged at 1000 g for 5 min, and the absorbance of supernatant was read at 532 nm. The value for non-specific absorption at 600 nm was subtracted. The amount of MDA-TBA complex (red pigment) was calculated from the extinction coefficient 155 m/M cm. Results were expressed as nmol MDA produced per gram of fresh weight per hour (nmol MDA g^− 1^ h^− 1^).

Data were statistically analysed using the SPSS 19.0 software package by two-way ANOVA, with means separated by least significant difference (LSD) (*P* < 0.05). All data are given as mean ± standard error (SE). Significant differences between means are denoted by different letters.

### Microarray analysis and data deposition

Microarray hybridization was performed in the Molecular Biology Section from Servicio de Apoyo a la Investigación (Universidad de Murcia, Spain). RNA isolated from leaflets (first fully-expanded leaf) and roots coming from three individual pooled plants (biological replicates) was used in hybridization to one chip, resulting in total 24 chips (three biological replicates for each genotype, tissue and treatment). RNA extraction was performed with RNeasy Mini kit (Qiagen, Hilden, Germany) according to manufacturer’s instructions, and the amount and quality of the RNA checked by Bioanalyzer and spectrophotometrically by Nanodrop® ND-2000 spectrophotometer (ThermoScientific, Waltham, MA, USA). ss-cDNA was synthetized from 100 ng of each sample using the GeneChip WT PLUS Reagent kit (Affymetrix, Santa Clara, CA, USA), according to the protocol supplied by the manufacturer. After quality-checked by Nanodrop and Bioanalyzer, ss-cDNA targets were cleaned up, fragmented and terminal-labelled. Then, 3.5 μg of fragmented and biotinylated ss-cDNA were included in the hybridization mix, using the Hybridization, Wash and Stain kit (Affymetrix) according to manufacturer’s recommendations. The resulting preparations were hybridized to the GeneChip® Tomato Gene 1.1 ST Array Strip (Affymetrix) offering whole-transcriptome coverage with 26 unique probes for each transcript (a total of 67,795 sequences are interrogated). After scanning, microarrays data were processed using Affymetrix Expression Comand Console (Affymetrix) and all samples (24 samples) overcame the quality criteria for hybridization and labelling tests. Data analysis were then performed with RMA (Robust Multiarray Average) allowing that raw intensity values were background corrected, log_2_-transformed and then quantile normalized in order to obtain an individual intensity value for each probeset. Non-supervised Principal Components Analysis (PCA) and hierarchical clustering were performed and they showed that samples tend to separate according to genotype and condition. 

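In roots, component 1 held 39.7% of the variance and ordered the arrays by genotype. The *res* control arrays lay between 71.0 and 73.4 and the *res* salt arrays between 23.8 and 26.0, and all WT arrays were below 0. Component 2, with 25.0%, separated control from salt. In leaves, component 1 (38.3%) separated control from salt, and component 2 (29.0%) separated *res* from WT. *TAS14*, for example, was at 2.82 ± 0.45 in WT control and 8.08 ± 0.04 in WT salt (SD, n = 3). WT salt replicate 3 lay at -24.8 on component 1 of roots, and replicates 1 and 2 at -39 and -36.6. In roots of this replicate the light-harvesting gene *CAB4* was at 2.6, against 6.8 and 6.63 in replicates 1 and 2, and the photoreceptor gene *PHOT2* at 2.68, against 5.11 and 5.09. *ADH2*, an alcohol dehydrogenase, was at 8.63, against 5.34 and 5.77. WT leaf control replicate 1 had a mean correlation of 0.965 with replicates 2 and 3, and WT root salt replicate 3 one of 0.98 with replicates 1 and 2, while in the other groups no array was below 0.988. In this leaf array the cold-induced factor *CBF1* was at 1.52 (5.59 and 5.51 in replicates 2 and 3), and the chalcone synthase *CHS1* at 8.29 (5.29 and 5.19).

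**Figure D3:**
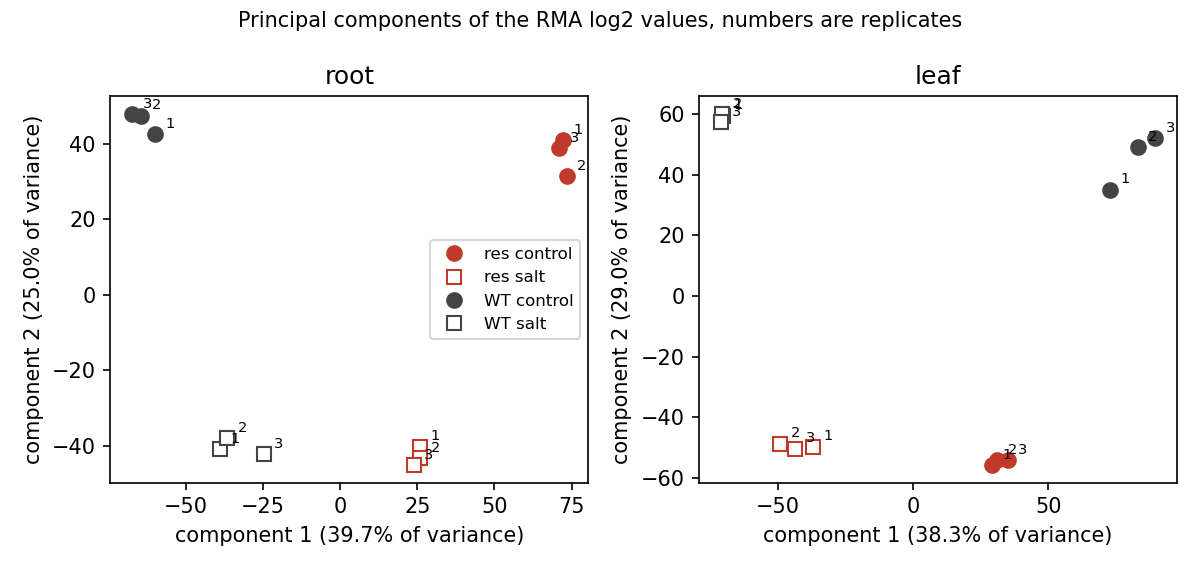
Scores on the first principal components of the RMA log2 values, roots on the left and leaves on the right, with the share of variance on each axis. Points are arrays (filled for control, open for salt) and the digits beside them replicates, and *res* and WT lie apart in both tissues.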

Partek Genomics Suite and Partek Pathways software (Partek Incorporated, St. Louis, USA) were used for obtaining the annotation of probesets and performing the statistical analysis. An ANOVA test was applied with a restrictive threshold at *p*-value ≤0.05, and multiple test corrections was performed using the False Discovery Rate (FDR) [55]. Genes with FDR < 0.05 and fold change (ratio value) of ≥2.0 when comparing genotypes in the same experimental condition, or comparing different experimental conditions for each genotype, were identified as differentially expressed genes (DEGs). For the functional study of DEGs, Mapman software was used [20]. The Slyc_ITAG2.3 mapping was loaded and used for this functional analysis. The statistical analysis followed was of Wilcoxon Rank Sum test with Benjamini-Hochberg correction.

The microarray data and related analysis information from this work were deposited in NCBI’s Gene Expression Omnibus [56] and are accessible through accession number GSE106149 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106149).

### Quantitative real-time PCR analysis

The expression levels of 14 selected genes (Additional file 12: Table S1) were analysed by quantitative real-time PCR (RT-qPCR) in order to validate the microarray expression profiles. 5 μg of total RNA extracts from roots and leaves of WT and *res* plants coming from the microarray experiment were used for cDNA synthesis with the First Strand cDNA Synthesis Kit (ThermoScientific, Waltham, MA, USA). 1 μg of the cDNA sample was used for gene amplification using the SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA). Amplification reactions were carried out in a CFX Connect™ Real-Time PCR System (Bio-Rad, Hercules, CA, USA). All primers used for quantitative RT-qPCR are listed in Additional file 12: Table S1. Serial dilutions of cDNA samples were used to make a standard curve in order to calculate the amplification efficiency of primers (Additional file 12: Table S1). The presence of a single peak in the melting temperature curve confirmed the specificity of RT-qPCR amplification. Relative expression data were calculated as described by [57] using the elongation factor 1훼 (EF1훼, Solyc06g005060) as house-keeping gene. The expression level was calculated using 2^-ΔΔCt^ method [58], considering the expression level from WT as the calibrator sample. Three independent biological replicates were considered, each one consisting in three plants.

## Additional files

Additional file 1: **Figure S1.** WT and *res* mutant plants grown in hydroponics. The upper image shows plants grown in absence of stress (control). The lower image shows plants exposed to salt stress (200 mM NaCl for 5 days), where the reversion of the *res* phenotype is evident.

Additional file 2: **Figure S2.** Gene expression differences in WT and *res* plants comparing salt stress (200 mM NaCl for 5 days) and control conditions. (**a**) Venn diagrams showing the number of differentially expressed genes (DEGs) in roots (left) and leaves (right) when comparing salt stress vs control in WT and *res* plants. Numbers in parentheses are the total number of DEGs for each genotype and tissue. DEGs were identified as having FDR < 0.05 and a minimum fold-change value of 2.0. (**b**) Ranking of functional categories representing most number of DEGs in each tissue, according to Mapman classification, both in WT and *res* plants.

Additional file 3: **Table S2.** Mapman classification of DEGs involved in hormone metabolism in roots (sheet 1) and leaves (sheet 2) of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt).

Additional file 4: **Table S3.** Mapman classification of DEGs involved in signalling in roots (sheet 1) and leaves (sheet 2) of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt).

Additional file 5: **Table S4.** Mapman classification of DEGs encoding transcription factors in roots (sheet 1) and leaves (sheet 2) of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt).

Additional file 6: **Table S5.** Mapman classification of DEGs encoding stress-related proteins in roots (sheet 1) and leaves (sheet 2) of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt).

Additional file 7: **Table S6.** Mapman classification of DEGs involved in protein metabolism in roots (sheet 1) and leaves (sheet 2) of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt).

Additional file 8: **Table S7.** Mapman classification of DEGs involved in developmental processes in roots (sheet 1) and leaves (sheet 2) of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt).

Additional file 9: **Table S8.** Mapman classification of DEGs involved in photosynthesis and related processes in leaves of *res* and WT plants in absence of salt stress (Control) and after 5 days of 200 mM NaCl (Salt).

Additional file 10: **Figure S3.** Mapman stress diagrams. Differentially-expressed genes (DEGs) between *res* and WT in control and salt-stressed roots and leaves (200 mM NaCl for 5 days) involved in stress responses. Positive fold change values (red) indicate up-regulation (minimum fold-chang of 2.0) in *res* mutant compared to WT in each condition, whereas negative fold change values (blue) indicate down-regulation (minimum fold-change of − 2.0). Each coloured square represents an individual DEG.

Additional file 11: **Figure S4.** (**a**) Selected genes for completing the validation of the microarray analysis, apart from those shown in Fig. 3, and relative expression values obtained by RT-qPCR using the ΔΔCt method, where RNA from either leaflet or root tissue of WT plants grown in control was used as calibrator sample. Values are means ± SE of three biological replicates. (**b**) Correlation analysis between microarray (x-axis) and RT-qPCR (y-axis) data. The relative expression values obtained by microarray were compared with those obtained by RT-qPCR, and the Pearson’s correlation coefficient (R) was obtained (*R* = 0.87, *n* = 39).

Additional file 12: **Table S1**. List of primers used for quantitative real-time RT-PCR.

## Abbreviations

AOX: ALTERNATIVE OXIDASE
cDNA: Complementary deoxyribonucleic acid
DEG: Differentially Expressed Gene
EC: Electrical Conductivity
ERF: ETHYLENE RESPONSE FACTOR
ET: Ethylene
FC: Fold-change
FDR: False Discovery Rate
GI: GIGANTEA
HSP: Heat Shock Protein
JA: Jasmonic Acid/Jasmonate
LSD: Least Significant Difference
LTP: Lipid Transfer Protein
MDA: Malondialdehyde
MPI: METALLOCARBOXYPEPTIDASE INHIBITOR
NaCl: Sodium chloride
PCA: Principal Component Analysis
PI: Protease Inhibitor
PR: Pathogenesis-related protein
RCA: RUBISCO ACTIVASE
res: Restored cell structure by salinity
RH: Relative Humidity
RMA: Robust Multiarray Average
RNA: Ribonucleic acid
RT-qPCR: Quantitative reverse transcription polymerase chain reaction
SE: Standard Error
SPAD: Soil Plant Analysis Development
ss-cDNA: Single-stranded cDNA
TBA: Thiobarbituric Acid
TBARS: Thiobarbituric Acid Reactive Substrates
TCA: Trichloroacetic Acid
TF: Transcription Factor
WT: Wild-Type

# Supplementary material for: Identification of key genes involved in the phenotypic alterations of res (restored cell structure by salinity) tomato mutant and its recovery induced by salt stress through transcriptomic analysis
**Source:** BMC Plant Biol. 2018 Oct 1;18:213. doi: 10.1186/s12870-018-1436-9
**Supplement:** Supplementary file 2 — Figure S2. Gene expression differences in WT and res plants comparing salt stress (200 mM NaCl for 5 days) and control conditions. (a) Venn diagrams showing the number of differentially expressed genes (DEGs) in roots (left) and leaves (right) when comparing salt stress vs control in WT and res plants. Numbers in parentheses are the total number of DEGs for each genotype and tissue. DEGs were identified as having FDR < 0.05 and a minimum fold-change value of 2.0. (b) Ranking of functional categories representing most number of DEGs in each tissue, according to Mapman classification, both in WT and res plants.

## Slide 1

Figure Supplementary 2.
a
LEAF
ROOT
829
1964
1340
240
188
1538
WT
(428)
res
(1726)
WT
(2793)
res
(2169)
b
### Chart
| Category | | |
|---|---|---|
| Unknown | 295.0 | 54.0 |
| Cell wall processes | 153.0 | 24.0 |
| Transcription factors | 147.0 | 27.0 |
| Protein metabolism | 138.0 | 33.0 |
| Signalling | 118.0 | 18.0 |
| Stress-related proteins | 100.0 | 25.0 |
| Transport | 97.0 | 46.0 |
| Hormone metabolism | 76.0 | 14.0 |
| Development | 52.0 | 12.0 |
| Secondary metabolism | 48.0 | 14.0 |
| Lipid metabolism | 41.0 | 15.0 |
| Aminoacid metabolism | 27.0 | 10.0 |
| Cell organisation/division | 27.0 | 4.0 |
| Carbohydrate metabolism | 16.0 | 9.0 |
| RNA metabolism | 10.0 | 3.0 |
| DNA metabolism | 7.0 | 7.0 |
| Redox | 6.0 | 3.0 |
| Nucleotide metabolism | 5.0 | 1.0 |
| TCA | 4.0 | 1.0 |
### Chart
| Category | | |
|---|---|---|
| Unknown | 294.0 | 432.0 |
| Protein metabolism | 243.0 | 291.0 |
| Transcription factors | 153.0 | 245.0 |
| Signalling | 150.0 | 140.0 |
| Transport | 103.0 | 151.0 |
| Stress-related proteins | 86.0 | 95.0 |
| Cell wall processes | 67.0 | 66.0 |
| Lipid metabolism | 65.0 | 64.0 |
| Development | 63.0 | 82.0 |
| Secondary metabolism | 53.0 | 47.0 |
| Hormone metabolism | 50.0 | 68.0 |
| Aminoacid metabolism | 44.0 | 50.0 |
| Cell organisation/division | 37.0 | 75.0 |
| Photosynthesis | 31.0 | 48.0 |
| DNA metabolism | 30.0 | 52.0 |
| RNA metabolism | 23.0 | 59.0 |
| Carbohydrate metabolism | 22.0 | 40.0 |
| Redox | 19.0 | 29.0 |
| Nucleotide metabolism | 15.0 | 27.0 |
| Glycolysis | 7.0 | 11.0 |
| TCA | 5.0 | 8.0 |Number of genes
Number of genes

# Supplementary material for: Identification of key genes involved in the phenotypic alterations of res (restored cell structure by salinity) tomato mutant and its recovery induced by salt stress through transcriptomic analysis
**Source:** BMC Plant Biol. 2018 Oct 1;18:213. doi: 10.1186/s12870-018-1436-9
**Supplement:** Supplementary file 11 — Figure S4. (a) Selected genes for completing the validation of the microarray analysis, apart from those shown in Fig. 3, and relative expression values obtained by RT-qPCR using the ΔΔCt method, where RNA from either leaflet or root tissue of WT plants grown in control was used as calibrator sample. Values are means ± SE of three biological replicates. (b) Correlation analysis between microarray (x-axis) and RT-qPCR (y-axis) data. The relative expression values obtained by microarray were compared with those obtained by RT-qPCR, and the Pearson’s correlation coefficient (R) was obtained (R = 0.87, n = 39).

## Slide 1

Figure Supplementary 4
a
| Transcript ID | Annotation | Tissue | Genotype/Treatment | Relative expression (2-∆∆Ct) |
| --- | --- | --- | --- | --- |
| Solyc06g066830.2.1 | GA20OX-2 | Root | res (control) | 0.04 ± 0.01 |
| | | | WT (control) | 1.00 ± 0.00 |
| Solyc12g089380.1.1 | Expansin | Root | res (control) | 0.05 ± 0.01 |
| | | | WT (control) | 1.00 ± 0.00 |
| Solyc02g030220.1.1 | Extensin | Root | res (control) | 0.02 ± 0.00 |
| | | | WT (control) | 1.00 ± 0.00 |
| Solyc09g082280.2.1 | ns-LTP | Root | res (control) | 414.01 ± 73.68 |
| | | | WT (control) | 1.00 ± 0.00 |
| | | | res (salt) | 566.88 ± 71.74 |
| | | | WT (salt) | 15764.53 ± 144.24 |
| Solyc05g041770.1.1 | Guanylate-binding protein 1 | Leaf | res (control) | 25.05 ± 1.79 |
| | | | WT (control) | 1.00 ± 0.00 |
| | | | res (salt) | 17.67 ± 1.88 |
| | | | WT (salt) | 1.33 ± 0.15 |
b
### Chart
| Category | |
|---|---|qRT-PCR
Microarray

How the deposited data were processed for this re-analysis (not part of the article)

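The experiment measured transcripts in roots and leaflets of tomato plants of the *res* mutant and of its wild type (WT), in control and after 5 days of salt stress (200 mM NaCl, with 100 mM on the first day). Each of the 8 combinations of tissue, genotype and treatment has 3 Tomato Gene 1.1 ST arrays, and each array carries RNA pooled from 3 plants. All 24 arrays were used. According to the sample labels the control tissue was taken before salt was applied, so that differences between salt and control also contain 5 days of growth. A comparison of *res* with WT within a treatment does not have this limit. The interaction of genotype and salt does, since the genotypes may differ in how they change over 5 days of growth.

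The authors processed the scans with robust multi-array average (RMA), that is, background correction, log2 transformation, quantile normalization over the arrays and 1 value per probe set. The paper names Partek for the annotation of probe sets and the statistical tests. The deposited values are log2 intensities of 67795 probe sets, with no gaps, and were used without further scaling. Software versions are not given in the sources used here. The values carry no detection calls and no background level, so the precision of each array is described by the agreement of its replicates.

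Gene names come from a table that gives the symbols of the platform's probe sets, brought up to date with the RefSeq gene table. Only probe sets with 1 symbol were named, and where a gene had several probe sets the one with the highest mean over the 24 arrays was used. Probe sets without a symbol are unnamed here, not without a gene. The sources used here do not pair Solyc numbers with probe sets. For this reason the genes that the paper names by number could not be looked up, the keyword lists written at the start had no members, and the functional groups of the supplement were not tested. They were replaced by 42 lists of symbols, written when the values of 27 genes had been seen. Control probe sets could not be told apart and were tested along with the others, which departs from the plan.

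Comparisons were made with limma 3.58.1 in R 4.3.3. The 12 arrays of a tissue were fitted together as 4 groups with moderated variances, roots and leaves apart. The p-values were adjusted by Benjamini-Hochberg over all probe sets of a comparison. DEGs had an adjusted p under 0.05 and at least a 2-fold change, the thresholds that the paper gives. The comparisons were *res* against WT in each tissue and treatment, salt against control in each tissue and genotype, the interaction of genotype and salt in each tissue, and the difference between tissues in the control effect of *res* (24 arrays, 8 groups). An interaction was counted at the same thresholds. For overlaps, the size that independent lists would share stands beside the count. Gene lists with at least 3 members were tested with camera on the moderated statistics at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with a correlation estimated from the arrays and with fry. Replicate numbers are not stated to pair the arrays, and no block was used.

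Genes named in the text are, with the exceptions below, the 5 with the largest rise and the 5 with the largest fall of a comparison among those called whose arrays do not overlap between the groups and up to 4 called members of a list with the smallest adjusted p. The rule also held the genes that the paper names by number, which could not be paired with probe sets. The values in the paper's tables had been seen. *PIIF* and *CHS1*, and the genes given array by array to describe 2 unusual arrays (*CAB4*, *PHOT2*, *ADH2*, *CBF1*), were chosen after their values were seen. *ERF1* is named for its second probe set, and *ERF4*, *MYC2*, *SBPase*, *RBCS-2A*, *PsbQ* and *PSBR* for tests of the unusual arrays in the closing section.

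The calls were tested on simulated data with the number of probe sets and arrays of a tissue. Each probe set had its moderated spread, the same in all 4 groups, with independent noise. Of 50 probe sets changed 1.5-fold none was called, of 50 changed 2.5-fold 48 were called in roots and 46 in leaves, and of 50 changed 8-fold all were. Among 67595 unchanged probe sets 0 and 3 were called. The simulation held no arrays that stand apart and no groups of unequal spread, so it cannot show how many false calls these bring.

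Alternatives were all 24 arrays in 1 fit, only the groups compared, an ordinary ANOVA without moderation, variance trend and robust settings, quantile normalization repeated within each tissue, leaving out 1 in 3 probe sets (those with the lowest signal), 1 probe set per gene, replicate number as a block, and leaving out each array in turn. Further settings were added after the counts had been seen, in a search over tests, thresholds and array subsets for settings near the paper's counts. The closing section gives their effect. Data were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.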

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

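The plastid tests and the symbol lists were chosen after results had been seen, while the interactions, the tissue comparison and the exchanges of arrays between groups were planned.

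The effect of the *res* mutation differed between control and salt in 2505 probe sets of roots and 2792 of leaves, and between the tissues in 5315, which is why these results are listed here as differences between groups. By the sample labels the salt-treated plants were also older than the control plants. Among named genes the extremes in roots were *FRO1*, a ferric chelate reductase of iron uptake, with an interaction of 5.82 ± 0.33 on the log2 scale (adjusted p = 1.87e-07), and the terpene synthase *TPS31* with -7.59 ± 0.7 (adjusted p = 1.25e-05). In leaves they were *ER5* with 8.35 ± 0.25 (adjusted p = 2.66e-09) and *mcpi* with -6.31 ± 0.46 (adjusted p = 4.52e-06). Between tissues in control they were *mcpi* with 7.36 ± 0.52 (adjusted p = 7.24e-10) and *ER5* with -8.67 ± 0.28 (adjusted p = 3.92e-15). Each group has n = 3 arrays, and the WT salt arrays of *TPS31* were the most variable (4.92 ± 1.38), with -8.39 without replicate 3. The balance of directions between tissues depended on the scaling. The effect of *res* was the higher one in leaves for 37.1% of these probe sets at the deposited scaling, and for 49.5% after the quantile normalization was repeated within each tissue, where the median over all probe sets moved from -0.1 to 0.02.

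Other assignments of the arrays to groups were fitted in the same way, 100 in all for each of these tests with the real one included. For the leaf interaction none of the others reached 2792 (highest 2502), and for the tissue difference 2 assignments, the real one included, reached 5315 (highest other 6734). Both shares lie under 0.05. However, only 18 and 17 of the others kept *res* and WT arrays together on a side of the contrast. Those that mixed the genotypes gave at most 0 and 1, so they could hardly reach the real counts. The shares therefore cannot decide whether chance is excluded. For the root interaction chance is not excluded, since 7 assignments, the real one included, reached 2505 and the highest other gave 6075. The 6 others all kept *res* and WT arrays together on a side of the contrast, which 18 did, while assignments that mixed the genotypes gave at most 0. Such large counts point to structure in the arrays, namely the difference between *res* and WT that the contrast then contains.

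Signals in genes that the paper does not discuss came from 4 kinds of lists. In control roots iron uptake genes were lower in *res* (3 of 5 called, adjusted p = 2.75e-06, and adjusted p = 0.0203 with an estimated correlation), and in salt higher (2 of 5, adjusted p = 0.0316, and adjusted p = 0.191). TCP factors were lower in control (6 of 21, adjusted p = 0.000123, and adjusted p = 0.0203) and in salt (2 of 21, adjusted p = 0.0152, and adjusted p = 0.113). Phosphate starvation genes were lower in control (2 of 5, adjusted p = 0.00466, and adjusted p = 0.0731). Plastid-encoded lists were shifted upwards in control roots, the gene expression machinery with an adjusted p of 1.79e-13 (0.0415 with an estimated correlation, 1 of 22 called), NDH subunits with 1.81e-06 (0.091, 3 of 11) and ATP synthase subunits with 0.0238 (0.293, 0 of 6).

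Plastid-encoded transcripts were shifted upwards in *res* as lists, with log2 differences above 0 for 48 of 49 genes in leaves in control and in salt, and for 45 and 47 in roots, although few were called (in leaves 1 in each condition, in salt-stressed roots 0). In leaves the scaling of bright probe sets may account for this, since the median difference went from 0.38 to 0.05 in control and from 0.37 to 0.03 in salt when the quantile normalization was repeated within leaves, and 1 of 8 list tests still passed. In roots the same step argues against scaling as the whole cause, with medians of 0.49 and 0.44 in control and 0.29 and 0.25 in salt, and all 7 tests that had passed did so again. The plastid RNA content of *res* roots and the efficiency with which RNA of plastids was labelled were not tested, and the explanation in roots stays open. These transcripts are strongly correlated with each other, and of the 7 root tests only that of the gene expression machinery in control held with an estimated correlation.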

How the results depend on the processing

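The unmoderated tests on only the arrays compared or on all 24 arrays, and the settings that leave out 2 arrays at once, were added after the data had been seen. The other settings, with the ordinary ANOVA per tissue among them, were planned, but the lists they were run on were written when the values of 27 genes had been seen.

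Of the comparisons of counts with their value under an alternative, 419 stayed within 1.5 times and 27 did not. Among single genes 5891 results kept their side of the threshold, 82 fell below it and 5 passed it. Of those called in the main fit or under the alternative, 0 reversed in direction. Genes called in neither counted as kept even where their sign changed, such as *JA2* in salt-stressed roots (-0.14 to 0.25). Among list tests 1367 stayed past the threshold, 131 fell below and 2 reversed, where direction was not compared for the estimated correlation and fry. Of 258 results of genes in the text, 12 lost their call under an alternative set at the start and 41 under an unmoderated setting added later.

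Leaving out 1 array at a time gave 3512 to 3751 DEGs in control roots and 1360 to 2055 in salt-stressed roots (highest without WT salt replicate 3), 2492 to 3570 in control leaves (highest without WT control replicate 1) and 2776 to 3071 in salt-stressed leaves. Salt against control ranged from 2056 to 2166 in *res* roots, 1774 to 2080 in WT roots, 2058 to 2503 in *res* leaves and 4561 to 5596 in WT leaves. The interaction ranged from 2361 to 3037 in roots and from 2404 to 4569 in leaves, the last without WT control replicate 1, and the tissue difference from 5096 to 6247. Overlaps ranged from 873 to 1096 and 642 to 746 in roots, from 819 to 1010 and 1147 to 1339 in leaves, and from 59 to 81 for all 4 comparisons. List tests past the threshold ranged from 57 to 68. Where a group keeps 2 arrays, its spread is pooled with the other groups.

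The 60 list tests past the threshold became 33 with 1 probe set per gene, 16 with an estimated correlation and 111 with fry. With 1 probe set per gene, probe sets without a gene symbol were also left out of the background that a list is tested against. With the quantile normalization repeated, the plastid-encoded photosystem list in control leaves reversed (adjusted p = 0.738, the highest over its 25 alternatives), and so did nuclear photosynthesis in salt-stressed leaves (adjusted p = 0.852, again the highest of 25). With both unusual arrays left out (WT leaf control replicate 1 and WT root salt replicate 3) the leaf interaction was 4569.

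An unmoderated test on only the arrays compared gave 293 in root salt, 435 in WT roots, 912 in leaf control, 2868 in WT leaves, 197 and 160 for the root overlaps, 363 and 799 for those of leaves and 10 for all 4 comparisons. With both arrays left out it gave 640, 680, 385, 264 and 39 for root salt, WT roots, the root overlaps and all 4 comparisons. The same test on all 24 arrays with a 3-fold minimum gave 1761 and 554 in roots, 899 and 1002 in leaves for *res* against WT, and for salt against control 843 and 790 in *res* and WT roots and 853 and 1944 in *res* and WT leaves, where the higher minimum itself lowers the count. The cause was not tested for the other changes.

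With replicate number as a block the counts were 3676, 1458, 2647 and 2966 for *res* against WT (roots, then leaves). The pairing of same-numbered arrays was checked in 8 comparisons, with correlations from -0.09 to 0.1.

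With 1 in 3 probe sets left out, those with the lowest signal, there were 3710 and 1495 DEGs in roots and 2693 and 2985 in leaves. A level of background was not available, so dim genes are limited only by their spread. Not run were the paper's functional groups and the keyword lists, because their members could not be paired with probe sets.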

Differences from the paper's values

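The alternatives set before the data were examined are 20 per count (32 for the set of all 4 comparisons), and the unmoderated settings were chosen after the values had been seen. Thresholds are those of the paper (FDR under 0.05 and at least 2-fold). It names an ANOVA without giving its factors.

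For roots in salt the paper counts 295 DEGs between *res* and WT, against 1469 here, and none of the 20 alternatives came within 1.5 times (1047 to 2055). For leaves in control the paper has 1019, against 2658 (1868 to 3570, none within), and for leaves in salt 1366 in the paper, against 2960 (2207 to 3073, none within). For salt against control the paper has 428 in WT roots, against 1841 (1411 to 2080, none within), and 2793 in WT leaves, against 4733, where 1 probe set per gene (3638) came within and the 19 others did not (up to 5596).

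DEGs common to control and salt number about 200 in roots in the paper (Fig. 2a, read by eye) and 917 here (677 to 1096, none within), and 241 in leaves in the paper and 869 here (626 to 1010, none within). DEGs of salt against control common to both genotypes number 188 in roots in the paper's supplement and 687 here (509 to 746, none within). In leaves the supplement has 829 and the count here is 1247. There 13 of the 20 came within, namely only the groups compared, the ordinary ANOVA, trend and robust settings, the repeated quantile normalization, 1 probe set per gene (984), and leaving out any *res* control array, *res* salt replicate 2 or 3 or any WT salt array. The other 7 did not, up to 1339. In all 4 comparisons the paper finds 14 and the value here is 67 (48 to 81, none of 32 within).

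Within 1.5 times of the paper were *res* against WT in control roots (3683, the paper's 3046), salt against control in *res* roots (2109, the paper's 1726) and in *res* leaves (2306, the paper's 2169). The fold changes of *mcpi* were close to those the paper gives for its inhibitor gene (26.4 and the paper's 36.44 in salt-stressed roots, 232 and 265.14 in control leaves, 2.92 and 2.871 in salt-stressed leaves).

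An unmoderated test on only the 6 arrays compared, chosen after the values had been seen in a search for settings near the paper's counts, came within 1.5 times for 11 of 13 counts: 3268 in control roots, 293 in salt-stressed roots, 1908 and 435 for salt in *res* and WT roots, 912 in control leaves, 2157 and 2868 for salt in *res* and WT leaves, 197, 160 and 799 for the overlaps of roots and of salt in leaves, and 10 for all 4 comparisons. It did not for salt-stressed leaves (2804) or for the leaf overlap of control and salt (363). The same test without both unusual arrays came within for 6 of 13 (among the 7 others were control leaves with 2054 and the leaf overlap with 611), the moderated test without them for 3 of 13, the unmoderated test on 24 arrays for 3 of 8, the same with a 3-fold minimum for 3 of 8 (899 and 1002 for leaves in control and salt and 1944 for salt in WT leaves), and an unadjusted p for 3 of 8. How many of the paper's DEGs these settings drop is not known, because the paper's genes could not be paired with probe sets.

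Statements of the paper that differ from the values here concern gene families of which the symbols name only a part. Lipid transfer proteins are given as generally higher in *res* roots as well as leaves, and in control roots *ltpg1* was lower and the 2 others were not called. By RT-qPCR the paper found a lipid transfer protein gene far higher in control *res* roots. That gene could not be paired with a probe set here, so these 3 genes do not contradict the paper's statement on the family. Heat shock proteins are described as a feature of salt, but *HSP70* and *vis1* were also called in control leaves (2.14-fold each, *HSP70* not without replicate 3 of either genotype). For PsbP, given as higher in *res* leaves in salt, *PSBP* had a log2 fold change of 0.36 ± 0.08, but whether it is the paper's PsbP locus could not be checked. Differences in cell cycle genes are described as fading with salt, whereas in leaves 7 of 10 were lower in salt (5 with the quantile normalization repeated) and 1 of 10 in control.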

Other observations

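The tests of a wound response, of single arrays as a cause and of leaf RNA in roots were chosen after the arrays had been seen, as was the comparison with true *res* arrays, while the tests of a wrong label, of the scaling of an array and the exchanges of arrays between groups were planned.

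Iron uptake genes, and in control also 2 phosphate starvation genes, separated the genotypes in roots, which the paper does not describe. *fer*, the regulator of iron uptake, was 13.6-fold lower in *res* in control (log2 fold change -3.77 ± 0.09, adjusted p = 4.95e-11, n = 3 arrays per group), and so were the reductase gene *FRO1* (-2.91 ± 0.23) and the metal transporter gene *NRAMP1* (-1.65 ± 0.08). In salt *FRO1* rose by 3.52 in *res* and fell by 2.3 in WT, which left it 2.92 ± 0.23 higher in *res*, with *NRAMP1* 2.46 ± 0.08 higher and *fer* at -0.94 ± 0.09. The phosphate starvation genes *PT2* and *TPSI1* were lower in control (-1.47 ± 0.24 and -1.79 ± 0.11), each fell by 1.96 with salt in WT, and each was at 0.09 in salt. With an estimated correlation the iron list held in control (adjusted p = 0.0203) but not in salt (adjusted p = 0.191), and the phosphate list did not hold in control (adjusted p = 0.0731). *IPT4*, an isopentenyltransferase of cytokinin synthesis, was 10.4-fold lower in control roots, and the auxin carrier gene *PIN2* changed sides, from -1.9 ± 0.31 to 1.19 ± 0.31, the latter a call that 9 of 23 alternatives lost. As groups, cytokinin metabolism (2 higher and 2 lower of 14, adjusted p = 0.994) and PIN carriers (adjusted p = 0.874) did not pass in control roots.

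In leaves under salt the auxin genes *IAA3*, *IAA7* and *ARF24* were higher in *res* (1.89 ± 0.19, 1.47 ± 0.12 and 1.52 ± 0.18). Salt lowered *IAA7* by 2.3 in WT and raised *ARF24* by 1.71 in *res*. The group of 16 passed (adjusted p = 0.00442, and adjusted p = 0.169 with an estimated correlation), and in control roots 1 was higher and 2 were lower (adjusted p = 0.0311, and adjusted p = 0.102). The chalcone synthase gene *CHS2* was higher in *res* leaves in both conditions (2.81 ± 0.53 in control, 3.69 without WT control replicate 1 and 2.19 without replicate 3, and 3.57 ± 0.53 in salt), while the flavonoid and hydroxycinnamate genes did not pass as a group in salt (3 higher and 2 lower of 7, adjusted p = 0.141). The cell wall invertase *Wiv-1* and the superoxide dismutase *SODCC.1* were lower in *res* leaves in salt (-2.39 ± 0.18 and -1.95 ± 0.16), in sugar (adjusted p = 0.0058, and adjusted p = 0.0807) and antioxidant lists (adjusted p = 0.0103, and adjusted p = 0.169) with 2 of 10 and 3 of 13 lower. Of the 13, *CAT2* was higher (1.08 ± 0.09), and with the quantile normalization repeated 2 were lower and 0 higher.

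Among the other lists, gibberellin oxidases passed in roots (control adjusted p = 0.0311, and adjusted p = 0.293 with an estimated correlation, salt adjusted p = 0.00725, and adjusted p = 0.27), with *GA2ox3* and *GA3ox1* higher in control. Drought and ABA genes passed in control in roots (adjusted p = 0.0236, and adjusted p = 0.293) and leaves (adjusted p = 0.012, and adjusted p = 0.0825, with 2 higher and 2 lower of 12). The lists of proline, ion transport and MAP kinases passed in none of the 4 comparisons, the smallest adjusted p being 0.125, 0.137 and 0.137. Green-tissue markers had no called gene in roots (adjusted p = 0.994 in control), and in salt-stressed leaves the 3 passed (1 called, adjusted p = 0.0103, 0.0938 with an estimated correlation, 0.136 with the quantile normalization repeated and 0.32 with 24 arrays in 1 fit). Root markers, 2 of which are *fer* and *FRO1*, were lower in control roots (2 of 4, adjusted p = 0.00318, and adjusted p = 0.0586) and in salt-stressed leaves (2 of 4, or 1 with the quantile normalization repeated, adjusted p = 0.0281, and adjusted p = 0.144).

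For the 10 ways in which 6 arrays can be parted into 3 and 3, a comparison of 2 groups can never give a share under 0.05, so these splits are too few. The real counts were 3683, 1469, 2658 and 2960 for *res* against WT (control roots, salt-stressed roots, control leaves, salt-stressed leaves), with highest others of 0, 1, 0 and 0. They were 2109, 1841, 2306 and 4733 for salt against control (*res* roots, WT roots, *res* leaves, WT leaves), with 0, 0, 0 and 1. Lists past the threshold numbered 18, 12, 11 and 19, with highest others of 3, 7, 7 and 9. In each of them 1 split, the real one, was as large. Splits that mixed *res* and WT, with at most 1 DEG, thus still brought up to 9 lists past the threshold. A list that passes at the preset correlation is therefore weak evidence by itself. Mixed splits still hold a part of the difference between genotypes, so they do not give the rate of passes by chance.

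WT leaf control replicate 1 stood apart from replicates 2 and 3. A *res* array under a WT label is argued against by 20.3% of 734 probe sets that part the genotypes lying nearer to *res* in this array (149), where true *res* arrays had at least 99.6%, and scaling by 2533 probe sets that still differed over 2-fold after the repeated quantile normalization (906 and 1270 for the others). A rapid wound or touch response in replicates 2 and 3 may be a source, since *CZFP1*, *ERF4*, *ERF5*, *MPK3*, *SLJAZ3* and *MYC2* were all lower in replicate 1, with a median of -1.11 against a 2.5 percentile of -0.33 for matched lists. The wound-induced genes *TD2* and *mcpi*, outside this test, went the other way. *TD2* was at 5.56 in replicate 1 and at 2.86 and 3.35 in replicates 2 and 3, and *mcpi* at 4.18, 2.65 and 2.45. Time of harvest or plant age stays open, as it was not tested. Of the DEGs of control leaves, 39.5% of those lower and 39.5% of those higher in *res* were under 2-fold in this array, so that some of either may reflect the state of the other WT samples.

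Fewer DEGs separated *res* from WT in salt-stressed roots than in control roots, and WT salt replicate 3 stood apart there. This array as the whole cause is argued against by the size of the differences, whose SD in salt was 0.61 of that in control and 0.72 without the array (0.54 to 0.72 leaving out any array), although the count depended on it more, with 2055 instead of 1469 DEGs without it, and 640 instead of 293 in the unmoderated test. A *res* array under its WT label would put over 50% of the probe sets that part the genotypes nearer to *res*, and the 25.9% found (233 of 898), just above the bound of 25 set for exclusion, argue against it, since true *res* arrays had at least 98.8%. Leaf RNA in replicates 1 and 2 is argued against by *SBPase*, *RBCS-2A*, *rbcS1* and *PsbQ*, which lay at -3.8, -1.02, -0.77 and -2.75 on the log2 scale (median -1.88) from the level that the share set by *CAB4* (5.94%) would bring, and by 157 probe sets above 8 in leaves and below 4 in replicate 3 (median -2.15, 23.6% of them above -1), although *PSBR* (6.58 and 6.18, against 4.09), *PSBP* and *GLK1* were higher in replicates 1 and 2, so that a smaller share is not excluded. Salt responses that bring the genotypes nearer together may account for the first pattern. This stays a hypothesis, as by the sample labels the salt-treated plants were also older. In roots, 1914 control DEGs had an interaction against the control difference, with all arrays used. Of these, *res* alone moved towards WT in 763, WT alone towards *res* in 513, both in 228, and neither was called in 410. Light on the roots of replicates 1 and 2 or a lack of oxygen in replicate 3 was not tested.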
